# *Drosophila* Modulo is essential for transposon silencing and developmental robustness

**DOI:** 10.1016/j.jbc.2025.108210

**Published:** 2025-01-22

**Authors:** Rasesh Y. Parikh, Dhananjaya Nayak, Haifan Lin, Vamsi K. Gangaraju

**Keywords:** canalization, developmental robustness, piwi, piRNA pathway, modulo

## Abstract

Transposable element (TE) silencing in the germline is crucial for preserving genome integrity; its absence results in sterility and diminished developmental robustness. The Piwi-interacting RNA (piRNA) pathway is the primary small non-coding RNA mechanism by which TEs are silenced in the germline. Three piRNA binding proteins promote the piRNA pathway function in the germline– P-element-induced wimpy testis (Piwi), Aubergine (Aub), and Argonaute 3 (Ago3). Piwi mediates transcriptional silencing of TEs by promoting the deposition of the heterochromatin mark Histone 3 lysine nine trimethylation (H3K9me3) at TE genomic sites. Aub and Ago3 facilitate post-transcriptional silencing of TEs. Proteins and mechanisms that promote piRNA function in TE silencing are still being discovered. This study demonstrates that the *Drosophila* Modulo protein, a homolog of mammalian Nucleolin and an epigenetic regulator, is crucial for the enrichment of H3K9me3 at TEs. We show that Modulo interacts with Piwi and operates downstream of the Piwi-piRNA complex's entry into the nucleus. Lack of Modulo function impairs Piwi-interacting protein Panoramix's ability to target transposon RNAs. Furthermore, the reduced function of Modulo in the mother undermines developmental robustness and exacerbates neomorphic *Kr[If-1]*-induced ectopic eye outgrowths in the offspring. Maternal Modulo enhances developmental robustness by inhibiting TE activation and transcriptome variability associated with intrinsic genetic variation. Thus, Modulo is an essential component of the mechanism that operates in the maternal germline to facilitate TE silencing and ensure developmental robustness in the ensuing generation.

Transposons are selfish genetic elements that can independently replicate their sequences and cause chaos in the genome (1). The prevention of transposon activity is a priority for the organism, especially in the germline, as the mutations caused by uncontrolled transposon movement can be inherited in later generations. Transposons are highly prevalent in the genomes of higher organisms, occupying 12% and 45% of *Drosophila* and human genomes, respectively (2, 3). Defective transposon silencing can create *de novo* mutations (4) or affect the expression of neighboring genes (5). Distinct small non-coding RNA pathways silence transposons in the soma and germline. The endogenous short-interfering RNA (siRNA) pathway silences transposons in the somatic tissues (6). The Piwi-interacting RNA (piRNA) pathway specializes in silencing transposons in the germline (7, 8, 9). In *Drosophila*, the primary function of the piRNA pathway is mediated by three piRNA binding proteins – P-element induced wimpy testis (Piwi), Aubergine (Aub), and Argonaute 3 (Ago3) (7). All three proteins use the sequence of the bound ∼26 nucleotide(nt)-long piRNAs as the guide and target complementary sequences in the transposon transcripts. Inside the nucleus, Piwi, in collaboration with Panoramix (Panx), and several other proteins, promotes the deposition of histone H3 lysine nine trimethylation (H3K9me3) mark at the transposon genomic sites and prevents transcription at these sites (10, 11, 12, 13, 14, 15, 16, 17, 18, 19, 20, 21).

Positive selection fixes phenotypes that provide a fitness advantage to organisms, and canalization (22), also known as developmental robustness, maintains the fidelity of these phenotypes despite inherent genetic variations and environmental perturbations (23, 24, 25, 26, 27). Decanalization and the phenotypic manifestation of cryptic variations allow organisms to adapt to new environments. Earlier work from Susan Lindquist’s group showed that mutations in the protein chaperone Heat shock protein 90 (Hsp90) release cryptic variants that can then be fixed in a population independent of the Hsp90 mutation (28), thus providing a molecular mechanism for the concept first conceived by Conrad Waddington in the 1950s (22). Since then, Hsp90 has been shown to buffer genetic variations in many organisms (29, 30, 31) *via* multiple mechanisms (4, 5, 28, 30, 32, 33).

Hsp90’s influence on the piRNA pathway and transposon activity intertwined canalization and transposon silencing fields. One of the first indications that transposon silencing is involved in canalization came from the study that showed that the piRNA pathway protein Piwi promotes developmental robustness (33). A reduction in the dosage of Piwi in the mother but not the father induced ectopic eye outgrowths (EEO) in the progeny in the presence of a neomorphic allele of the transcription factor Krüppel, *Kr*^*If-1*^. Piwi function in the maternal germline promotes canalization; however, the biochemical mechanism is unknown. This study shows that the chromatin-associated factor Modulo (Mod) (34, 35) interacts with Piwi in ovaries and is needed for the epigenetic silencing of transposons and developmental robustness. Lack of Mod leads to a drastic decrease in the H3K9me3 enrichment at transposon genomic sites with a concomitant increase in the steady-state transposon mRNA levels. Mod is essential for Panoramix’s ability to interact with target transposon RNAs, a critical step in the transcriptional gene silencing of transposons. We finally demonstrate that the Mod function in the ovary promotes the developmental robustness of subsequent generations by preventing inherent genetic variation-induced transposon activation and transcriptome variance.

## Results

We followed a column chromatography scheme to purify Piwi-interacting proteins from a 0 to 12 h embryo extract to gain insights into the biochemical mechanism by which Piwi silences transposons and promotes developmental robustness (33). This strategy previously showed that the co-chaperone Stip1 and the nuclear pore protein Nup358 interact with Piwi (33, 36, 37). In addition to Stip1, and Nup358, we have identified the chromatin-associated protein Modulo (Mod) comigrating with Piwi. Mod is a homolog of mammalian Nucleolin and contains four RNA recognition motifs (RRM) (34) (Fig. 1*A*). While RRMs allow Mod to bind RNA in a sequence-specific manner, positively charged amino acid stretches in the N- and C-termini enable it to bind DNA with no sequence specificity (38). Mod has been shown to function downstream of pattern-forming genes and is necessary for proper morphogenesis (34, 35). *mod* deletions are recessive lethal and act as dominant suppressors of position effect variation (PEV) (34). These data suggest that Mod is involved in chromatin compaction and silencing processes. We decided to characterize Mod's potential involvement in Piwi function because of its co-migration with Piwi on column chromatography and its demonstrated role in epigenetic regulation. To study Mod function, we used a transheterozygotic mutant, *mod*^*07570/L8*^. *mod*^*07570*^ is a hypomorphic allele generated by a P-element insertion (39). *mod*^*L8*^ is an amorphic allele generated by a subterminal deletion in chromosome 3R (34). Both *mod*^*07570*^ and *mod*^*L8*^ are recessive lethal; however, transheterozygous *mod*^*07570/L8*^ flies survive and are fertile. Mod protein levels are greatly diminished in *mod*^*07570/L8*^ compared to the heterozygous control, *mod*^*07570*^*/+* (Figs. 1*B* and S1*A*, compare lanes 4–6 with 1–3). Consistent with this, upon confocal microscopy, the Mod protein signal is depleted in *mod*^*07570/L8*^ ovaries, compared to the control (Fig. 1*C*, compare Mod panels in Wild type and *mod*^*07570/L8*^). Furthermore, in agreement with its nucleolar function (38, 40, 41), Mod colocalizes with Fibrillarin (Fib), a nucleolar marker (see red arrows in the germline and white arrows in the somatic cells in Fig. 1*C* upper panel). Reciprocal co-immunoprecipitations using anti-Piwi (Figs. 1*D* and S1*B*) and Mod antibodies (Figs. 1*E* and S1*C*) showed that Piwi and Mod interact in ovary nuclear lysates (Fig. 1, *D* and *E*, compare lanes 2 and 3).

**Figure 1:**
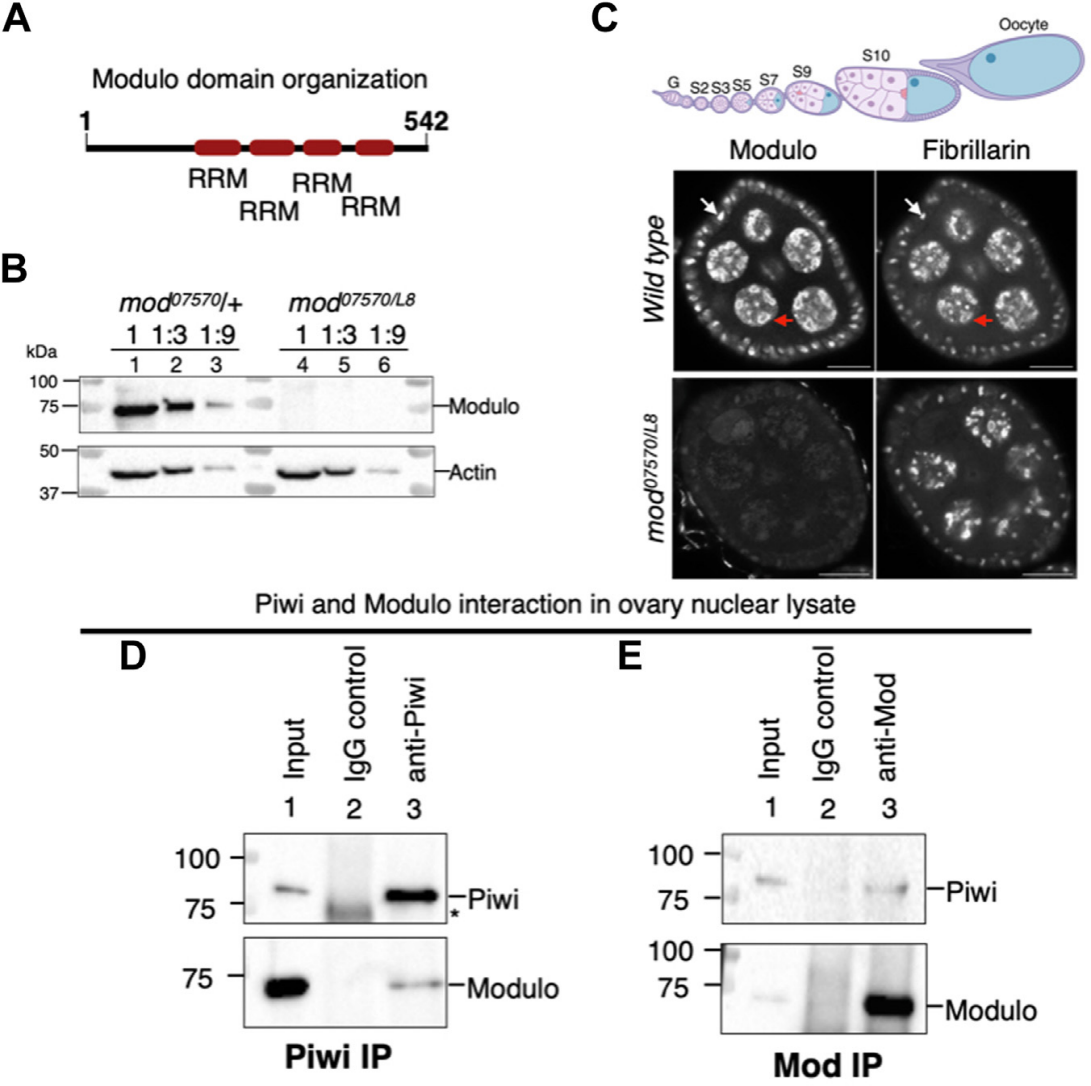
**Modulo interacts with Piwi.***A*, the Domain organization of Modulo. Please note that the image is not drawn to scale. RRM stands for RNA recognition motif. *B*, immunoblot analysis to test Mod protein levels using a Mod antibody generated in this study. A transheterozygous combination of *mod* alleles (*mod*^*07570/L8*^) depletes Modulo protein from the ovaries compared to the heterozygous control, *mod*^*07570*^/+. Ratios represent a three-fold serial dilution of ovary lysates. *C*, *Drosophila* ovary egg chambers costained for Mod and Fibrillarin in wild type control (*Oregon-R*) and *mod*^*07570/L8*^. *White* and *red* arrows mark somatic and germ cells, respectively. Scale bar, 10 μm. On *top* is a schematic of an ovariole with several developmental stages of egg chambers. G stands for germarium. The illustration was created in BioRender. *D* and *E*, immunoblot analysis of Piwi immunoprecipitation (IP) (*C*) and Mod IP (*D*) assessing Piwi-Modulo interaction in *Oregon-R* ovary lysates. Please compare lane 3 with the control lane 2 in C and D. ∗ represents a non-specific band recognized by Piwi antibody.

Next, we investigated if Mod regulates Piwi function. Piwi protein levels did not change in the absence of Mod, showing that Mod is dispensable for Piwi protein stability(Fig. S2*A*, compare lanes 5–8 with 1–4). Confocal microscopy has revealed that Mod is not needed for Piwi nuclear localization (Fig. 2, *A* and *B*, compare Piwi staining pattern). Moreover, in the absence of Mod, Piwi binding to anti-transposon small RNAs remains unaffected (Fig. 2*C*). Neither the size distribution of Piwi-bound piRNAs (Fig. S2*B*) nor their composition (Fig. S2*C*) changed in the absence of Modulo. These results show that Mod is dispensable for all the steps in the Piwi function leading up to the epigenetic silencing of transposons. To determine the necessity of Mod for transposon silencing, we assessed steady-state transposon mRNA levels in the trans heterozygous combination *mod*^*07570/L8*^ and the two heterozygous controls *mod*^*07570*^/+ and *mod*^*L8*^/+ (Fig. 2, *D* and *E*). 

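Poly(A) RNA from mod07570/L8, mod07570/+ and modL8/+ ovaries was sequenced in 3 biological replicates of each genotype, which gives 9 libraries. The authors mapped the paired-end reads directly to RefSeq transcripts and transposon consensus sequences with Bowtie 2 and deposited, for each library, the number of fragments that eXpress estimated for each sequence. eXpress divides a fragment that maps to several sequences among them, so the estimated counts need not be whole and near-identical copies can exchange reads. The tables list 34563 sequences, of which 126 are transposon consensus sequences and 34437 are RefSeq transcripts. Total estimated counts per library ranged from 12988959 to 16544365 in mod07570/+ (median 16414510), from 14714186 to 18026245 in modL8/+ (median 16540031) and from 16900140 to 18353131 in mod07570/L8 (median 17630006). A table of RefSeq accessions and gene symbols matched 34035 of the transcripts to a gene, and the transcripts of a gene were summed. The remaining transcripts, which kept their own names, held at most 0.321% of the counts of a library. In what follows, cpm is the estimated count scaled by the total of the library. Groups were compared with edgeR's quasi-likelihood test on the counts rounded to whole numbers, with TMM normalization and Benjamini-Hochberg adjustment over all genes and transposons with at least 1 cpm in at least 3 of the 6 libraries compared. The mod mRNA, which checks the genotypes, was at 11.3 ± 1.0 cpm (SD, n = 3) in mod07570/L8, 334 ± 8.64 cpm in mod07570/+ and 456 ± 6.63 cpm in modL8/+. Its log2 fold change in mod07570/L8 against mod07570/+ was -4.79 (standard error 0.047, adjusted p = 1.16e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The replicates of a genotype lay close together, with a common biological coefficient of variation of 0.024 in the fit of mod07570/L8 and mod07570/+, so changes of a few percent pass the threshold in these libraries. Transposon consensus sequences took 0.556% ± 0.008 (SD, n = 3) of the counts in mod07570/L8, 0.0521% ± 0.0009 in mod07570/+ and 0.0454% ± 0.0013 in modL8/+. The copia retrotransposon accounted for 76% of the transposon counts in mod07570/L8 and 28.7% of those in mod07570/+.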

Sequenced reads were normalized as counts per million mapped reads (cpm) following their mapping to RefSeq genes and transposons. Among the 85 transposons exhibiting a minimum of one cpm, 37 (∼43%) were activated over three times in *mod*^*07570/L8*^ ovaries relative to *mod*^*07570*^/+ (Fig. 2*D*, red data points). 

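In the estimated counts, 81 transposons had a mean of at least 1 cpm in mod07570/L8 or in mod07570/+ ovaries. The ratio of the group means was over 3 for 38 of them (46.9%), with a median ratio of 4.97 and a largest ratio of 113 (springer). The count moved most when the minimum of 1 cpm was required in both groups, which left 55 transposons, 26 of them over 3-fold. P-element and Helena were lower in mod07570/L8 by over 3-fold. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 74 transposons passed the filter on low counts, of which 62 were higher and 4 were lower in mod07570/L8 at an adjusted p under 0.05. Without any one of the mod07570/+ libraries, 2 were lower. The 2 lost, Helena and invader6, reached 1 cpm only in the 3 mod07570/+ libraries, so the filter removed them before the test. Of the 8221 genes in the fit of all 6 libraries, 3131 were higher and 3237 were lower. With total-count scaling in place of TMM, 2590 genes were higher and 3927 genes were lower in mod07570/L8 ovaries, so the balance of the directions depends on the scaling. Most of these gene changes were small, and with a change of over 2-fold also required, 934 genes were higher and 255 were lower. The largest rises among the transposons were those of springer, Tirant and copia. springer rose from 2.30 ± 0.56 cpm (SD, n = 3) to 259 ± 4.99 cpm, a log2 fold change of 6.89 (standard error 0.067, adjusted p = 1.16e-31). Tirant rose from 3.46 ± 0.632 to 127 ± 3.18 cpm (log2 fold change 5.27, standard error 0.073, adjusted p = 2.75e-28), and copia from 149 ± 7.1 to 4225 ± 82.6 cpm (4.91, standard error 0.029, adjusted p = 2.76e-36). In the other direction, P-element fell from 35.1 ± 0.974 to 1.27 ± 0.23 cpm, a log2 fold change of -4.69 (standard error 0.12, adjusted p = 1.09e-21). Helena (-2.11, adjusted p = 1.2e-04), invader6 (-1.10, adjusted p = 0.0052) and rooA (-0.93, adjusted p = 9.4e-08) were also lower. hobo was at 1.91 ± 0.321 cpm in mod07570/L8 and at no more than 3 counts in each mod07570/+ library, so it was at least 9.62-fold higher.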

The comparable mRNA levels of the majority of these 37 transposons in the two heterozygous controls (Fig. 2*E*, red data points) indicate that transposon activation in *mod*^*07570/L8*^ ovaries results from the lack of Mod function rather than genetic background differences. 

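Between the heterozygous controls, the ratio of modL8/+ to mod07570/+ lay within 3-fold for 32 of the 38 transposons activated in mod07570/L8 ovaries, with a median ratio over the 38 of 1.35. The other 6 were blood, springer, TART-C and hobo, which were higher in modL8/+, and copia and TART-B, which were higher in mod07570/+. The libraries of each genotype differed so little that smaller differences also exceeded the replicate error. edgeR's quasi-likelihood test gave 37 of 60 transposons an adjusted p under 0.05, of which 18 were higher and 19 were lower in modL8/+, and 22 transposons without mod07570/+ replicate 3. With a change of over 2-fold also required, 14 transposons differed. When mod07570/L8 was set against modL8/+ in place of mod07570/+, a comparison chosen after the data were seen, 35 transposons were over 3-fold, and these include 24 of the 38. The other 14, whose ratio was under 3 against modL8/+, include blood, opus, diver and TART-C. The same mod07570/L8 libraries enter both ratios. The paper sets mod07570/L8 against a heterozygote, then sets the heterozygotes against each other, and takes the similar levels of most of the activated transposons in the latter as a sign that the activation comes from the loss of Mod function and not from the genetic background.

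**Figure D1:**
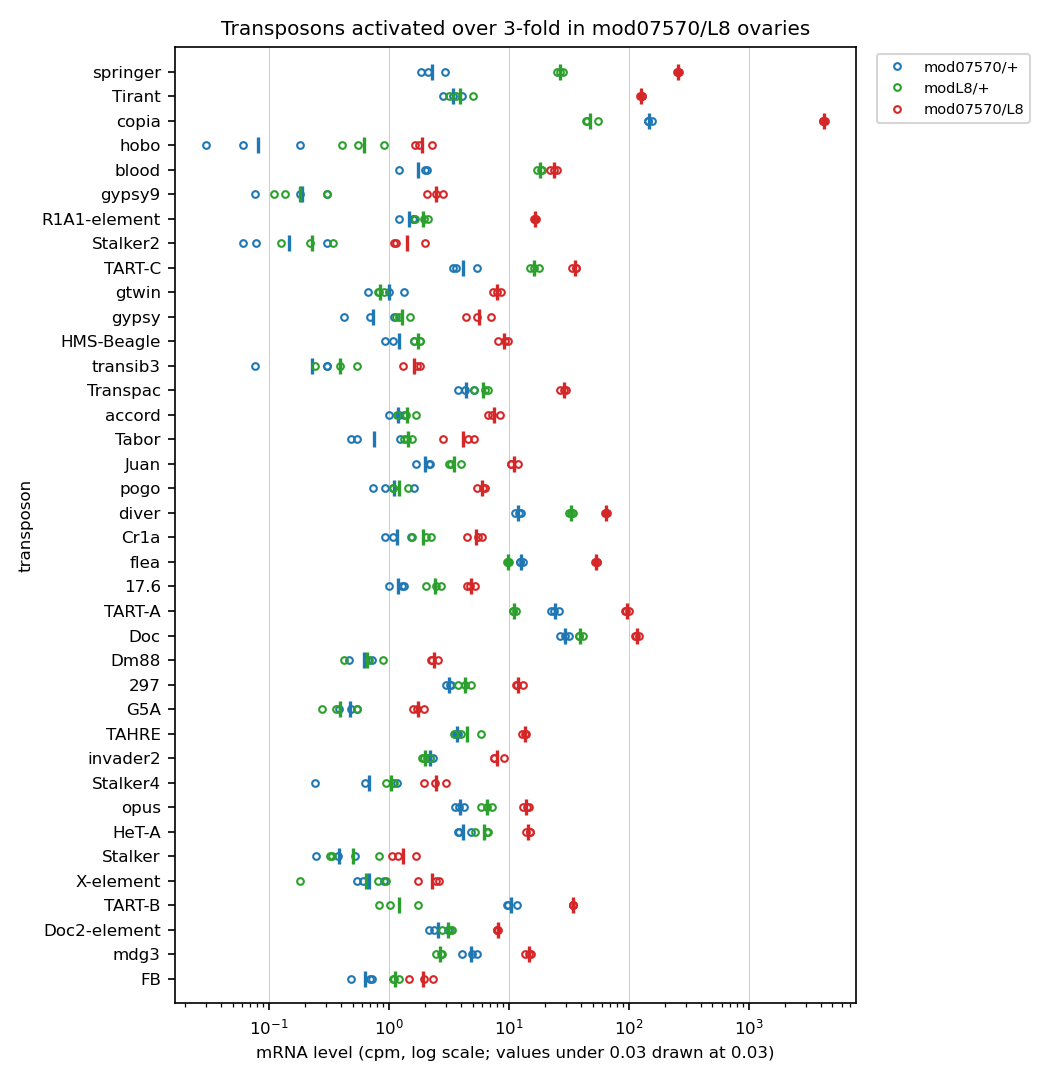
mRNA levels of the 38 transposons activated over 3-fold in mod07570/L8 ovaries, in cpm on a log scale, ordered by their ratio to mod07570/+. Each open circle is a library (n = 3 per genotype), each vertical tick is the mean of a genotype, and all mod07570/L8 circles of a transposon lie above its mod07570/+ circles.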

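Among the transposons activated in mod07570/L8 ovaries, springer had the largest difference between the heterozygous controls. It was at 26.7 ± 1.57 cpm (SD, n = 3) in modL8/+, 11.6 times its mean in mod07570/+ (log2 fold change 3.54, standard error 0.13, adjusted p = 1.58e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). blood was at 18.2 ± 0.835 cpm in modL8/+ and 1.77 ± 0.484 cpm in mod07570/+, a ratio of 10.3 (adjusted p = 1.67e-15). With 23.7 ± 1.52 cpm in mod07570/L8, blood was 13.4-fold above mod07570/+ and 1.30-fold above modL8/+. TART-C was at 16.3 ± 1.43 cpm in modL8/+ and 4.15 ± 1.08 cpm in mod07570/+, and at 35.5 ± 1.39 cpm in mod07570/L8. In the other direction, TART-B was at 1.21 ± 0.493 cpm in modL8/+ against 10.4 ± 1.18 cpm in mod07570/+ (log2 fold change -3.11, adjusted p = 5.89e-12), and it reached 34.1 ± 0.0633 cpm in mod07570/L8. copia was at 48.1 ± 6.34 cpm in modL8/+, a ratio of 0.322 to mod07570/+, and mod07570/L8 was 87.9-fold above modL8/+ for this transposon. TART-A had a ratio of 0.457 between the controls, diver of 2.76 and flea of 0.777. In mod07570/L8 these 3 were 3.98-fold, 5.41-fold and 4.24-fold above mod07570/+. Tirant, gtwin and gypsy differed by less than 2-fold between the controls, with ratios of 1.15, 0.851 and 1.75. Outside the activated transposons, Ivk was lower in modL8/+ (log2 fold change -1.51, standard error 0.33, adjusted p = 5.5e-04).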

The steady-state mRNA levels of a few transposons exhibited modest differences in *mod*^*07570*^/+ or *mod*^*L8*^/+ (Fig. 2*E*, indicated transposons); nevertheless, these were subsequently activated over threefold in *mod*^*07570/L8*^ ovaries. 

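piwi mRNA was at 256 ± 2.53 cpm (SD, n = 3) in mod07570/L8 ovaries, 259.7 ± 2.33 cpm in mod07570/+ and 259.8 ± 3.52 cpm in modL8/+. The ratio of mod07570/L8 to mod07570/+ was 0.984. After TMM normalization, which raises the mod07570/L8 libraries slightly, the log2 fold change was 0.07 with a standard error of 0.025, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p of 0.0179. Both the sign and the call depended on the scaling. With total counts in place of TMM the log2 fold change was -0.02 (adjusted p = 0.37). Over the alternatives of count, scaling, filter and model, the log2 fold change lay between -0.33 and 0.07 and the adjusted p between 0.0135 and 0.373, so the sign of a difference this small is not settled by these data. Between the heterozygous controls, piwi had a log2 fold change of 0.02 (standard error 0.027, adjusted p = 0.57). Of 26 genes of the piRNA pathway in a list fixed beforehand, 6 were higher and 16 were lower in mod07570/L8 than in mod07570/+ over all genes tested, and 22 differed when adjusted over the list alone. The median log2 fold change of the list was -0.168, with a range from -1.04 to 1.04, and with total-count scaling the median was -0.259.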

Consistent with no change in Piwi protein levels (Fig. S2*A*), Piwi mRNA transcript level did not change with the loss of Mod, confirming that transposon activation is not due to a decrease in *piwi* mRNA levels (Fig. 2*D*, blue data point). A comparison of *piwi* and *mod*-dependent transposon silencing revealed that all transposons triggered in *mod*^*07570/L8*^ ovaries were likewise activated in *piwi*^*2/dNLS*^ ovaries, where Piwi is nonfunctional (42) (Fig. 2*F*). Our analysis indicates that Modulo is essential for silencing approximately 32% of the transposons that are also silenced by Piwi (Fig. 2*F*).

**Figure 2:**
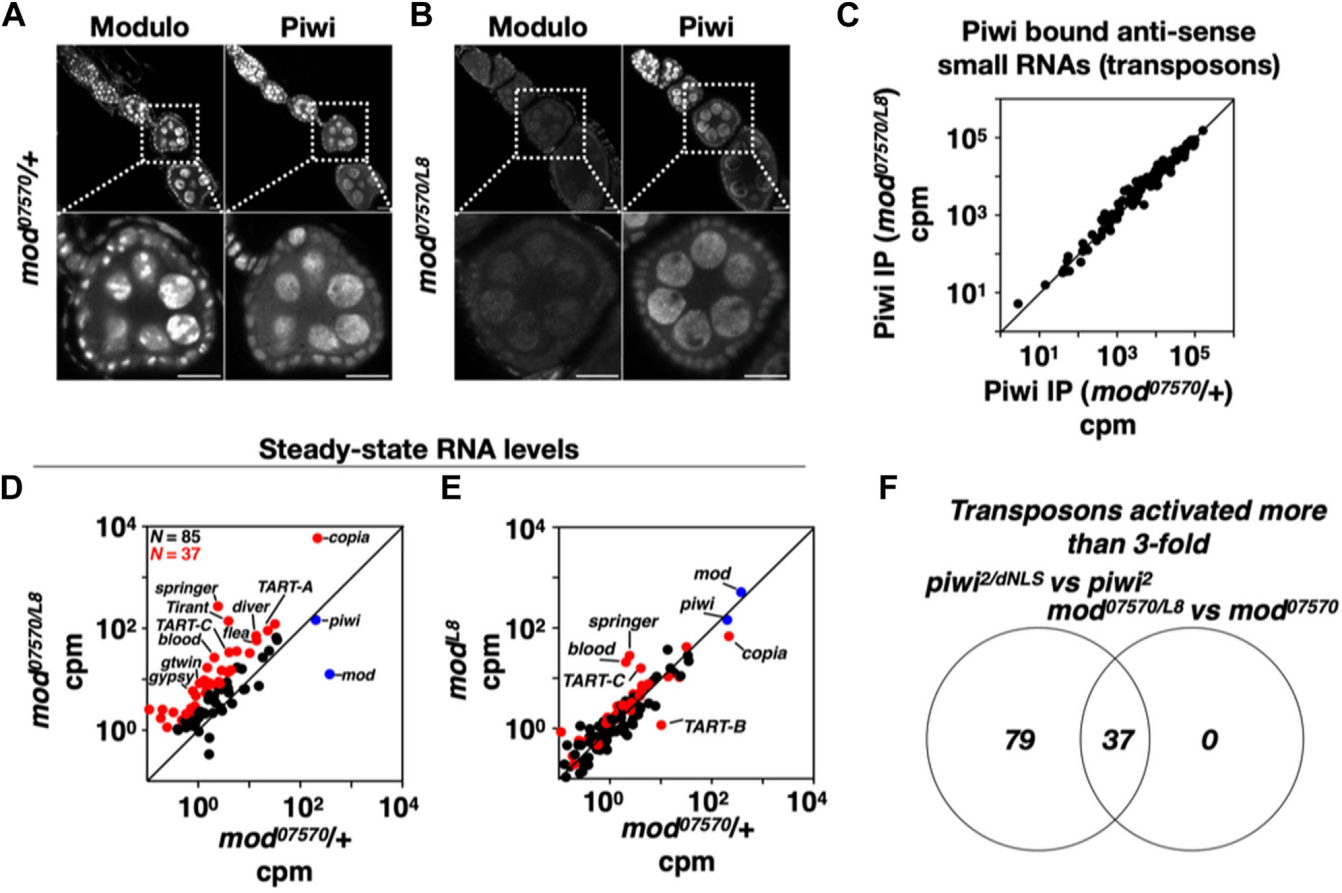
**Regulation of Piwi function and transposon silencing by Mod.***A* and *B*, confocal images of ovarioles (*top panels*) and select egg chambers (*bottom panels*) costained for Modulo (Mod) and Piwi in the indicated genotypes. *C*, XY scatter plot showing the levels of anti-transposon small RNAs (antisense) bound to Piwi in the indicated genotypes. Reads are normalized as counts per million (cpm) reads that map to the *dm3* genome. Results from one biological replicate are shown here. *D* and *E*, XY scatter plots showing the steady-state mRNA levels of transposons in various genotypes. The average of 3 biological replicates is plotted. Reads were normalized as cpm reads that map to transposon consensus sequences and Refseq genes. Data points in *red* mark transposons activated more than 3-fold in D. *F*, a Venn diagram comparing the number of transposons activated more than 3-fold in *piwi*^*2/dNLS*^ and *mod*^*07570/L8*^ ovaries. Please note that the size of the circles does not correspond to the size of the data sets they represent.

Next, we examined if H3K9me3 enrichment at transposons gets affected in the absence of Mod. H3K9me3 levels at transposons were quantified with and without Mod through chromatin immunoprecipitation (ChIP) followed by sequencing. 

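H3K9me3, a histone mark of silent heterochromatin, was immunoprecipitated from mod07570/L8 and mod07570/+ ovaries, and 1 ChIP library and 1 input library were sequenced for each genotype. The values used here are the lists of broad peaks that the authors called with MACS2 on each ChIP library against its input, from reads that map once to the dm3 genome. The counts of ChIP and input reads on transposon consensus sequences were not analysed here. The lists give each peak's position, its mean pileup, its fold enrichment over the local input background, and its p and q values, all of them the authors' own. The headers of the lists state that 20741540 ChIP reads entered the call for mod07570/+ and 3071728 that for mod07570/L8. After MACS2 removed reads that share a position, 6187044 and 1138939 remained, so the mod07570/L8 peaks rest on the shallower library. The input libraries had 43814791 reads for mod07570/+ and 25299719 for mod07570/L8, of which 16874502 and 7407221 remained. The headers give a q cut-off of 0.05 for narrow regions and of 0.1 for the broad regions that join them. A library with fewer reads yields fewer peaks past a fixed cut-off, and with 1 library per genotype the differences in the peak lists have no replicate error.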

Sequenced reads from ChIP and input samples were aligned to RefSeq genes and transposons and normalized as counts per million mapped reads (cpm). The cpm in ChIP and input samples were compared to determine relative enrichment (ChIP^cpm^/Input^cpm^). The H3K9me3 enrichment at ∼98% (119 out of 122) transposons reduced by more than 3-fold in *mod*^*0757/L8*^ ovaries compared to the heterozygous control, *mod*^*07570*^/+(Fig. 3*A*). Furthermore, 92% of the transposons activated more than 3-fold in Fig. 2*D* exhibited a greater than 3-fold reduction in H3K9me3 levels (Fig. 3*A*, red data points). H3K9me3 enrichment change at three representative transposons (*gypsy*, *diver*, and *gtwin*) was further validated through quantitative PCR (qPCR). The ribosomal protein gene *rp49*, a transcriptionally active locus, was a negative control for H3K9me3 enrichment analysis. The H3K9me3 mark exhibited a minimum 50-fold enrichment at the three transposons compared to *rp49* (Fig. 3*B*). H3K9me3 levels at *gypsy*, *diver*, and *gtwin* decreased by approximately fivefold in the absence of Modulo (Fig. 3*B*, compare gray and pink columns). A comparable decrease in H3K9me3 levels at these three transposons was observed in *piwi*^*2/dNLS*^ ovaries (Fig. 3*B*, compare green and purple columns). These findings indicate that Piwi and Mod are equally critical for the deposition of H3K9me3 at the three transposons examined. Furthermore, genomic analysis indicated that the absence of Mod function disrupts H3K9me3 deposition at the majority of transposon insertions when compared to the heterozygous control *mod*^*07570*^/+ (Fig. 3*C*, heat map, compare *mod*^*07570/L8*^ with *mod*^*07570*^/+). H3K9me3 levels at genes were low compared to transposons and remained similar regardless of Mod’s presence (Fig. 3*D*, meta plots compare blue and green profiles). 

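The part of chromosome 2L shown in Fig. 3E holds 6 H3K9me3 peaks of mod07570/+ ovaries and 2 of mod07570/L8 ovaries in the authors' peak lists (dm3 coordinates). The mod07570/+ peaks lie at 20170007 to 20172969, 20173733 to 20174498, 20175282 to 20176718, 20200891 to 20202057, 20204474 to 20205288 and 20206407 to 20208872. Their fold enrichment over input, as the authors' peak caller gives it, ranged from 1.92 to 2.45. In mod07570/L8, the first peak (20176283 to 20176537, 255 bp) lies within the mod07570/+ peak of 1437 bp that starts at 20175282, and the second (20206829 to 20207775, 947 bp) within the mod07570/+ peak of 2466 bp that starts at 20206407. The fold enrichments of the mod07570/L8 peaks were 3.11 and 2.63. The other 4 mod07570/+ peaks have no mod07570/L8 peak over them.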

An analysis of H3K9me3 enrichment at a specific genomic location on chromosome 2L corroborated our findings (Fig. 3*E*). Reads from H3K9me3 ChIP that uniquely mapped to the genome were used to identify peaks with MACS2 (43). 

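Over the whole genome, the authors' lists hold 4643 H3K9me3 peaks for mod07570/+ ovaries and 3075 for mod07570/L8 ovaries, a ratio of 0.662. The mod07570/+ peaks cover 12933302 bp with a mean length of 2786 bp, and the mod07570/L8 peaks cover 4054427 bp with a mean length of 1319 bp, a ratio of the covered lengths of 0.314. Of the mod07570/+ peaks, 1739 (37.5%, 95% Wilson interval 36.1 to 38.9, which covers counting error only) are overlapped by at least 1 bp of a mod07570/L8 peak. In turn, 91.4% of the mod07570/L8 peaks overlap a mod07570/+ peak. When a mod07570/L8 peak had to cover at least 50% of a mod07570/+ peak, the share fell to 18.5%. On the arms 2L, 2R, 3L, 3R and X, where 2144 mod07570/+ peaks and 1160 mod07570/L8 peaks lie, 25.0% of the mod07570/+ peaks are overlapped. On chromosome 4, mod07570/+ has 142 peaks and mod07570/L8 has 43. On the heterochromatic and unplaced sequences the numbers are 2357 and 1872, and 49.7% of the mod07570/+ peaks are overlapped. The share also followed the strength of the mod07570/+ peak. Of the 1548 peaks with the lowest fold enrichment (1.26 to 2.29) 8.33% are overlapped, of the middle 1547 (2.29 to 3.51) 33.8%, and of the 1548 with the highest fold enrichment (3.51 to 14.4) 70.2%. The paper compares ChIP with input on transposon sequences and along the genome, and adds ChIP-qPCR of H3K9me3 and of Mod itself at 3 transposons. From these together it concludes that Mod is recruited to transposon sites and that H3K9me3 there depends on it.

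**Figure D2:**
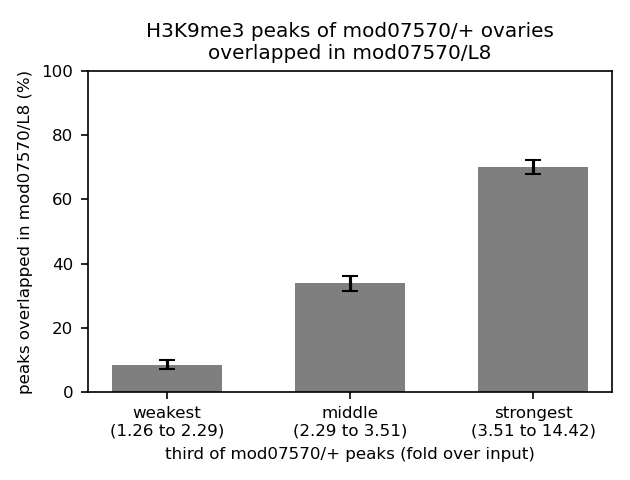
Percent of mod07570/+ H3K9me3 peaks overlapped by at least 1 bp of a mod07570/L8 peak, for mod07570/+ peaks grouped as weakest, middle and strongest by the authors' fold enrichment over input (range in parentheses). Bars are shares of 1548, 1547 and 1548 peaks with 95% Wilson intervals, and they rise from 8.33% to 70.2%.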

The quantity of unique mapping reads, and the associated peaks significantly decline in *mod*^*07570/L8*^ relative to *mod*^*07570*^/+ (Fig. 3*E*, shaded boxes). Finally, we tested if Mod’s role in H3K9me3 enrichment at transposons is direct or indirect. To this end, we tested if the Mod protein is localized to transposon genomic sites using ChIP-qPCR. Isotype IgG was used as a control. Mod enrichment at *diver*, *gtwin*, and *gypsy* transposons was calculated as fraction input and compared between control and experimental samples. Mod was enriched at these transposons ∼3 to 5 fold (*p-value* < 0.01) compared to the isotype IgG control (Fig. 3*F*, compare gray and pink columns). Based on these results, we conclude that Mod is recruited to transposon genomic sites and is essential for H3K9me3 enrichment at transposons.

**Figure 3:**
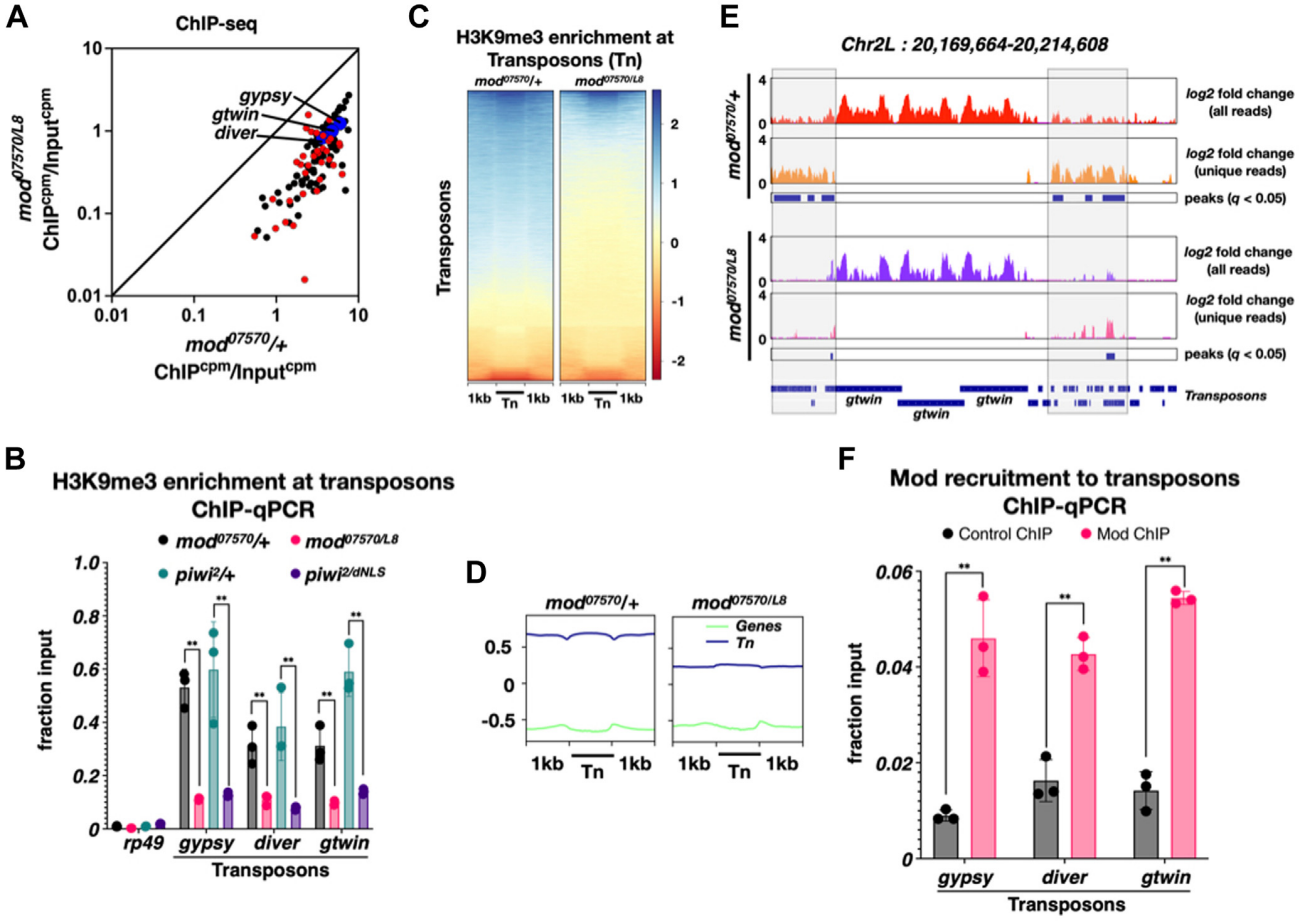
**Modulo is required for H3K9me3 enrichment at transposon genomic sites.***A*, a XY scatter plot showing the H3K9me3 enrichment (ChIP/Input) at various transposons in *mod*^*07570*^/+ and *mod*^*07570/L8*^ ovaries. Data points in *red* indicate transposons activated greater than 3-fold in Fig. 2*D*. The three transposons (*gypsy*, *diver*, and *gtwin*) that were further tested in 3B and F are marked in *blue*. The result from one biological replicate is shown here. Please see Fig 3*B* for further confirmation using ChIP-qPCR. *B*, a column plot showing the result for the ChIP-qPCR experiment testing H3K9me3 levels at three representative transposons and the *rp49* gene. Individual data points represent three independent biological replicates. The *p*-value was calculated using an unpaired *t* test. ∗∗ represents a *p*-value less than 0.01. *C*, a heat map derived from the result in Fig. 3*A*, representing H3K9me3 enrichment at various genomic locations of transposons and 1kb on either side of the transposon. The scale bar for fold-change is shown on the *right*. *D*, meta plots generated by *plotProfile* tool showing the enrichment of H3K9me3 along the gene body and 1kb on either side of transposon (Tn) genomic locations and Refseq genes. *E*, genome browser view of three *gtwin* insertions and surrounding regions on chromosome 2L. *log2* fold change in H3K9me3 enrichment as determined by the *bamCompare* tool is shown for all and unique reads. Shaded boxes show the location of peaks determined by the *MACS2* tool. Peaks were determined using the uniquely mapped reads. The *q-value* cutoff for the peaks was set at 0.05. Peaks are shown in *blue* bars. The genomic location of the three *gtwin* insertions is provided at the *bottom* of the figure. *F*, the results of the ChIP-qPCR experiment testing Mod recruitment are displayed in a column plot. ChIP using isotype IgG was used as a control. Individual data points represent three independent biological replicates. The *p*-value was calculated using an unpaired *t* test. ∗∗ represents a *p*-value less than 0.01.

We then inquired whether Modulo's role in transposon silencing involves altering the piRNA pathway function. Recruitment of the Piwi-associated component Panoramix (Panx) to target transposon RNA results in robust heterochromatin formation and reporter silencing (14, 15). Specifically, using sequencing of Panx-associated small RNAs, Panx has been shown to interact with target transposon RNAs (15). We thus tested if Mod regulates Panx’s association with target transposon RNAs. To this end, we isolated and sequenced Panx-associated small RNAs in the presence and absence of Modulo. As previously reported, the Panx-associated transposon-mapping small RNAs are predominantly 25 nt in length (length of piRNAs) and anti-sense (Fig. 4*A*, compare and blue and red columns. Also see Fig. S3*A*). They also preferentially start with Uracil at the first position (Fig. 4*B*). Next, a comparison in *mod*^*07570*^/+ and *mod*^*07570/L8*^ ovaries shows that Panx binding to both sense and anti-sense transposon mapping small RNAs decreases drastically in the absence of Modulo (Fig. 4, *C* and *D*). Sense and anti-sense read mapping to 79 and 110 transposons was reduced by more than 3-fold in the absence of Modulo (Fig. 4, *C* and *D*). This result shows that Modulo is essential for Panx’s ability to target transposons. Furthermore, a co-immunoprecipitation experiment showed that Modulo and Panx interact (Figs. 4*E* and S3*B*, compare lanes 2 and 3 in Mod and Panx panels). However, the reciprocal co-immunoprecipitation experiment did not replicate Mod and Panx interaction (Fig. S3*C*, compare lanes 2 and 3 in anti-Mod and anti-Panx panels). It could be because of several reasons, including (1) transient interaction between Panx and Mod, (2) differences in the protein expression levels of Panx and Mod, and (3) HA antibody disrupting Panx and Mod interaction. In conclusion, these results show that Modulo acts upstream of Panx and helps Panx target transposons (Fig. 6*A*). A comparison of various genomics results from this study indicates that Mod is needed for epigenetic silencing of a vast majority of transposons (Fig. 4*F*). Panx’s association with anti-transposon small RNAs and H3K9me3 enrichment at 86 transposons depend on Mod. Intriguingly, only 28 out of these 86 transposons exhibit increased steady-state mRNA levels; the exact reason remains to be identified.

**Figure 4:**
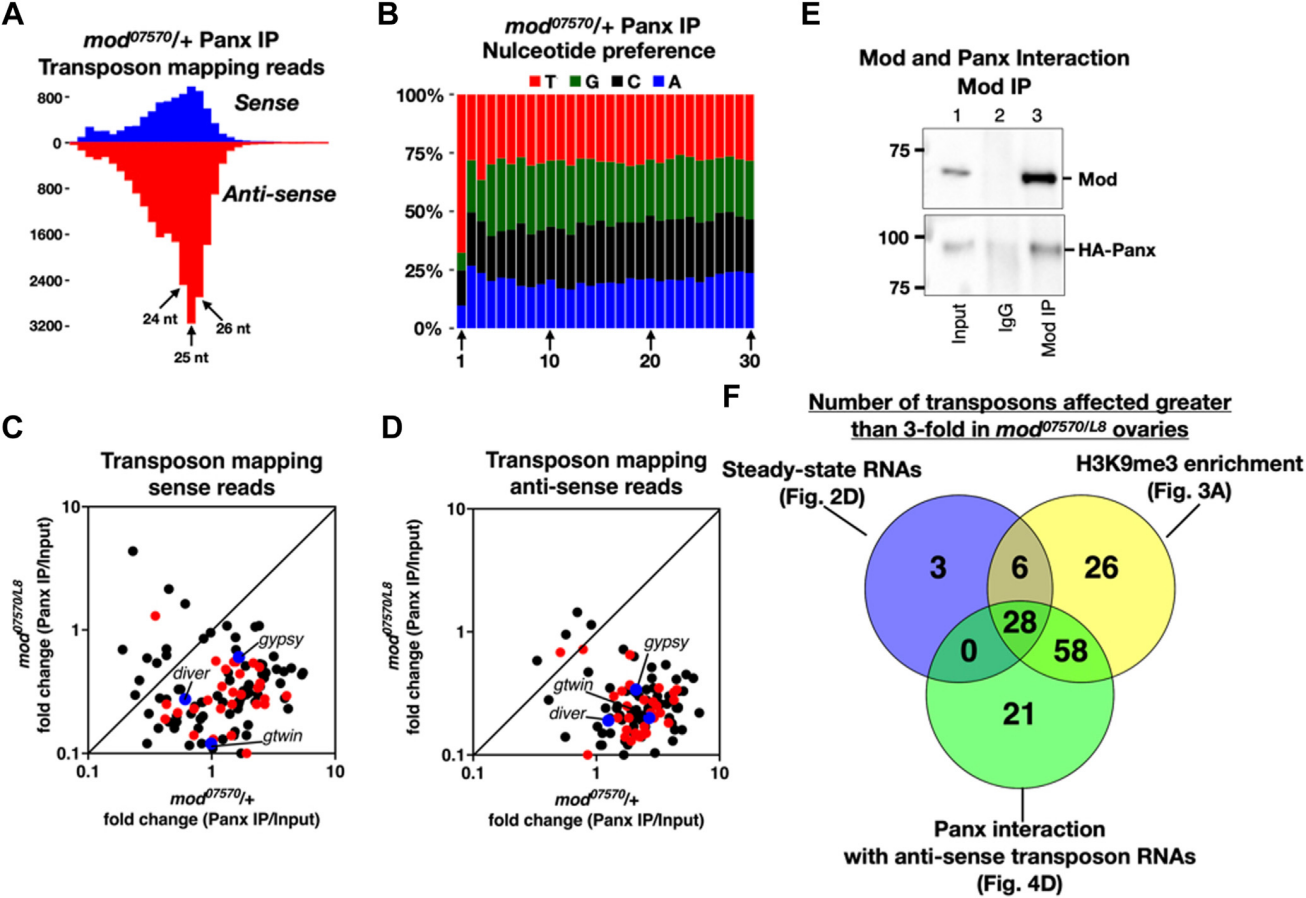
**Mod is needed for Panx’s ability to target transposons.***A*, a column plot showing the number of transposon-mapping sense (*blue*) and anti-sense (*red*) small RNAs bound to Panx in the heterozygous control *mod*^*07570*^*/+*. *B*, relative enrichment of nucleotides at various positions along the length of Panx-bound small RNAs is shown. Nucleotide positions are shown at the *bottom*. *C* and *D*, scatter plots showing fold-change (Panx IP/Input) in transposon mapping sense (*C*) and anti-sense (*D*) reads in *mod*^*07570*^/+ and *mod*^*07570/L8*^ ovaries. Data points in red indicate transposons activated greater than 3-fold in Fig. 2*D*. *gypsy*, *diver*, and *gtwin* transposons are marked in *blue*. *E*, immunoblot result showing the interaction between Mod and Panx in ovary lysates. Panx was detected using an antibody against the HA epitope tag. *F*, a Venn diagram comparing results from genomics experiments performed in this work. The number of transposons affected greater than 3-fold are compared. Please note that the size of the circles does not correspond to the size of the data sets they represent.

**Figure 6:**
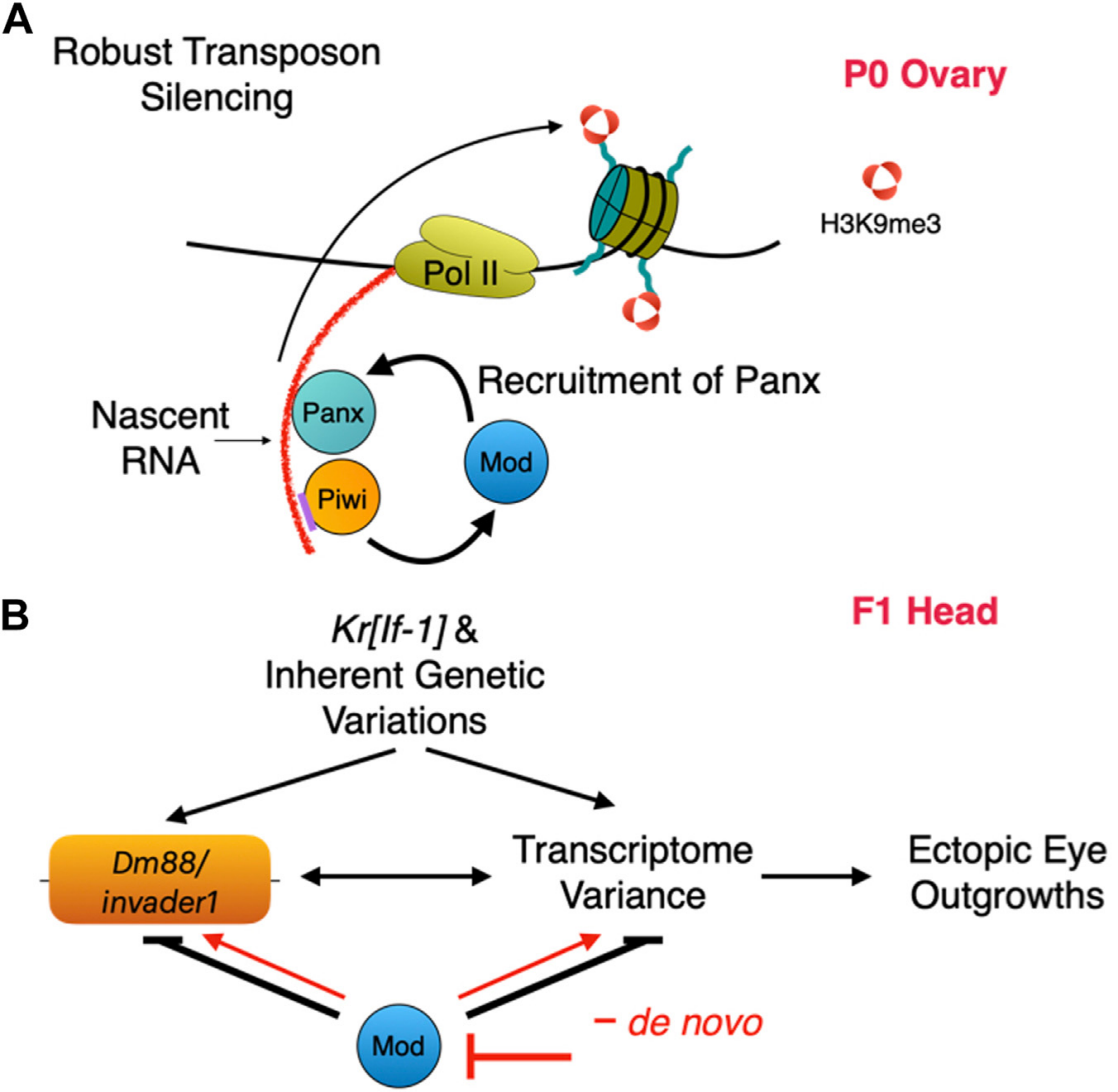
**A model for Piwi and Modulo's role in transposon silencing and developmental robustness.***A*, a model illustrating the functional relationship among Piwi, Mod, and Panx leading to H3K9me3 enrichment at transposon genomic sites. *B*, an illustration showing how Mod prevents ectopic eye outgrowths by negating the effect of *Kr[If-1]* and inherent genetic variations on transposon silencing and transcriptome variance. *Red* lines show the alternate model where the lack of Mod function induces *de novo* variations.

Finally, we tested if Mod, like Piwi, is needed for developmental robustness. To this end, *mod*^*07570/L8*^ females were mated with *Kr*^*If-1*^males, and the offspring were evaluated for ectopic eye outgrowth (EEO) phenotypes. 

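Head RNA was sequenced from 4 groups of flies with 3 libraries each. The heads with EEO and the heads without EEO come from offspring of mod07570/L8 mothers and KrIf-1 fathers, and mod07570/L8 and mod07570/+ heads come from flies of those genotypes. The sample labels give the first pair of groups the genotype of the mothers, whereas the paper describes these flies as their offspring, which carry one mutant copy of mod. Oregon-R heads were not analysed here. The authors made the tables as for ovaries, with eXpress estimates per RefSeq transcript and transposon consensus sequence. Total estimated counts per library ranged from 13389329 to 16980785 with EEO (median 15082137), from 14912954 to 22695680 without EEO (median 17417969), from 13628332 to 14341246 in mod07570/L8 (median 13729158) and from 12820086 to 14118280 in mod07570/+ (median 13439480). For Fig. 5D the paper used another route, with STAR, htseq-count and DESeq2 on dm3, whereas the values below rest on the eXpress counts and edgeR's quasi-likelihood test. Replicates varied more than in ovaries, with a common biological coefficient of variation of 0.191 for the comparison of heads with and without EEO and 0.200 for that of mod07570/L8 and mod07570/+ heads. In data simulated with this spread, edgeR recovered 89.5% of 200 changed genes among 10177, and 8 unchanged genes were also called. The simulation gave every gene and library the same spread, and changed only genes well above the filter on low counts, by 2-fold or more. The share does not carry over to smaller changes, rarer genes or uneven replicates. The crosses differ in more than mod. roX1, a non-coding RNA of the male X chromosome, was at 666 to 1152 cpm in the 6 libraries with or without EEO and at 2.98 to 4.55 cpm in the other 6, and the yolk protein mRNA Yp1 was at 0.969 to 6.1 cpm in the former and 27340 to 57490 cpm in the latter. Within each cross, the groups compared do not differ in this way. One library, mod07570/+ replicate 2, held germline transcripts such as osk at 216 cpm, against 0.213 and 3.35 cpm in the other mod07570/+ replicates.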

The reference flies were *Oregon-R* and *mod*^*07570*^*/+* (Fig. 5*A*). The absence of Mod in the mother resulted in EEO in the offspring (Fig. 5*B*, white arrows). *mod*^*07570/L8*^ mothers generated four times more EEO in their offspring than either *Oregon-R* or *mod*^*07570*^*/+* mothers (Fig. 5*C*). Based on these findings, we conclude that Mod is essential for developmental robustness. 

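mod was at 45.6 ± 7.9 cpm (SD, n = 3) in heads with EEO and 42.2 ± 6.7 cpm in heads without EEO, a log2 fold change of 0.14 (standard error 0.17, adjusted p = 0.79 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kr was at 5.19 ± 0.825 and 5.46 ± 0.912 cpm (log2 fold change -0.05, standard error 0.19, adjusted p = 0.94). For Kr the sign changed in 5 of the alternative settings and replicate subsets, and the adjusted p was 0.655 or more in each of these. piwi was at 1.54 ± 0.969 and 1.86 ± 0.171 cpm (log2 fold change -0.23, standard error 0.45, adjusted p = 0.88). Without replicate 1 of the heads with EEO, which had 0.597 cpm, the log2 fold change of piwi was 0.15 (adjusted p = 0.81). None of the 3 genes differed by more than the replicate error. In the same fit 10042 genes were tested, of which 48 were higher and 3 were lower with EEO. Without replicate 1 of the heads with EEO, 186 were higher and 42 were lower.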

Comparison of head transcriptomes showed that EEOs are not due to a variegated effect on the expression of *Kr*, *piwi*, or *mod* genes, as we did not see any change in the expression levels of these genes in the presence of EEOs (Fig. 5*D*). However, we noticed a significant upregulation in the expression of several heat shock proteins, with 7 of the top 10 differentially expressed genes comprised of these stress response pathway proteins. 

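Among the 10 genes with the smallest p in edgeR's quasi-likelihood test of heads with EEO against heads without EEO, 8 belong to a list of heat shock genes fixed beforehand. They are Hsp27, Hsp70Bbb, Hsp22, stv, Hsp26, Hsp70Bb, DnaJ-1 and Hsp70Aa. The other 2 are pirk, a regulator of immune signaling, and the non-coding RNA alphagamma-element:CR32865. Ranked by DESeq2, 8 of 10 were also in the list, and ranked on unique counts 4 of 10 were. The ranking on unique counts also holds the non-coding RNAs Hsromega and alphagamma-element:CR32865, which are not in the list. On unique counts, the median log2 fold change of the listed genes that were tested was 4.28, so their rise was not smaller there. Hsp27 rose from 35.5 ± 2.4 cpm (SD, n = 3) to 751 ± 132 cpm, a log2 fold change of 4.44 (standard error 0.18, adjusted p = 2.6e-04 with Benjamini-Hochberg adjustment). Hsp22 rose from 31.5 ± 2.35 to 632 ± 141 cpm, and DnaJ-1 from 226 ± 33.7 to 1346 ± 111 cpm. The Hsp70 genes are near-identical copies whose reads eXpress divides among them, so the split between Hsp70Aa, Hsp70Ba, Hsp70Bb and Hsp70Bbb is uncertain. As estimated, Hsp70Bb rose from 165 ± 48.8 to 3805 ± 263 cpm (log2 fold change 4.56, adjusted p = 7.5e-04) and Hsp70Ba from 17.1 ± 6.78 to 487 ± 48 cpm (4.86, adjusted p = 0.0015). Hsp68 and Hsp23 had log2 fold changes of 4.34 (adjusted p = 0.0026) and 4.26 (adjusted p = 0.0019). Of the 16 genes of the list that were tested, 15 were higher with EEO over all genes tested and 16 when adjusted over the list alone, with a median log2 fold change of 4.19. All 16 were higher in each library with EEO than in each library without EEO. pirk rose from 5.42 ± 0.856 to 47.8 ± 1.08 cpm (log2 fold change 3.18, adjusted p = 2.6e-04). Its rise was not past the threshold on unique counts. Vha100-4 was at no more than 3 counts in each library without EEO and was at least 12.1-fold higher with EEO. The 3 genes that were lower with EEO were the non-coding RNA CR44754 (log2 fold change -1.85, adjusted p = 0.011), bw (-0.86, adjusted p = 0.026) and CG18302 (-0.60, adjusted p = 0.032).

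**Figure D3:**
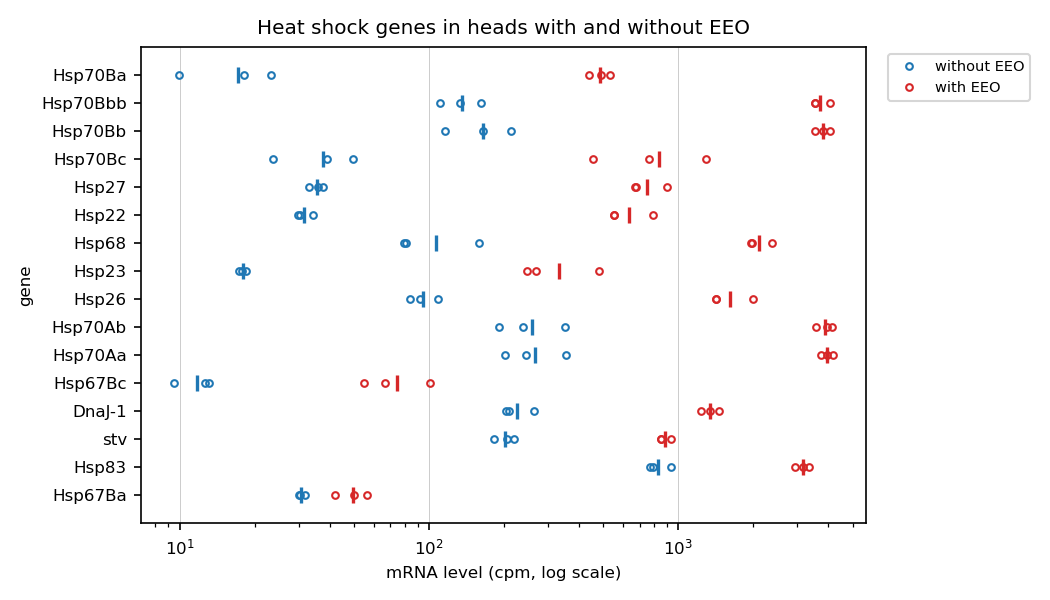
mRNA levels of 16 heat shock genes in heads with EEO and heads without EEO, in cpm on a log scale, ordered by log2 fold change. Each open circle is a library (n = 3 per group) and each vertical tick is the group mean, and for every gene the circles with EEO lie above the circles without EEO. The division of reads among the Hsp70 copies is uncertain.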

The significance of upregulation of stress response pathway genes is yet to be determined. In addition to the transcriptome variation, the flies with EEOs were associated with the activation of 2 specific transposons—*Dm88* and *invader1*, with both being activated more than ∼15-fold (Fig. 5*E*, red data points) in the presence of EEOs. 

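Of 94 transposons with a mean of at least 1 cpm in heads with or without EEO, Dm88 and invader1 were the only ones with a ratio of group means over 5. The next largest ratio, that of accord, was 2.17. The number stayed at 2 under each alternative count, scaling and minimum that was tried and with each library left out. Dm88 was at 83.9 ± 28.1 cpm (SD, n = 3) with EEO and 3.41 ± 0.226 cpm without EEO, a ratio of 24.6 (log2 fold change 4.65, standard error 0.30, adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). invader1 was at 104 ± 15 cpm with EEO and 6.55 ± 1.09 cpm without EEO, a ratio of 15.9 (log2 fold change 4.02, standard error 0.18, adjusted p = 3.0e-04). Of the 94 transposons tested, these were the only ones with an adjusted p under 0.05, while 15 had an unadjusted p under 0.05. No transposon was lower with EEO at an adjusted p under 0.05, and 3 were at an unadjusted p under 0.05. Without replicate 1 of the heads with EEO, 6 transposons passed the threshold. invader1 shares reads with the non-coding RNA alphagamma-element:CR32865, whereas Dm88 shares reads with no listed sequence. From 39.7% to 57.8% of the reads that map to invader1 in the libraries with EEO also map to CR32865, and from 17.0% to 22.5% do in those without EEO. On reads that map to invader1 alone, its log2 fold change was 3.52, past the same threshold. From the absence of this rise in flies without EEO, the paper concludes that the activation of Dm88 and invader1 is associated with EEO.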

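In FPKM as eXpress gives it, Dm88 was at 0.897 ± 0.0511 (SD, n = 3) in heads without EEO, 1.29 ± 0.474 in mod07570/+ heads and 21.7 ± 6.76 in heads with EEO. invader1 was at 1.91 ± 0.300, 1.37 ± 0.441 and 30.4 ± 4.35 in the same groups. Heads without EEO had 0.695 times the mean Dm88 level and 1.39 times the mean invader1 level of mod07570/+ heads (two-sided exact permutation test, p = 0.3 for each). As no p under 0.1 is possible with 3 libraries against 3, this test cannot show that the levels are alike. Against heads without EEO, the means with EEO were 24.2 times as high for Dm88 and 15.9 times for invader1, and every library with EEO was above every library without EEO (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 libraries against 3 allow). On cpm, Dm88 was lower in every library without EEO than in every mod07570/+ library, with a ratio of 0.687 and p = 0.1 in the same exact test. Heads without EEO and mod07570/+ heads come from different crosses, which differ in roX1 and yolk protein mRNA as well as in mod. Oregon-R heads were not analysed here.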

*Dm88* and *invader1* were activated only in the presence of the EEO; flies without the EEO had similar levels of these transposons as in control flies, *OreR,* and *mod*^*07570*^ (Fig. 5*E*). Thus, the activation of *Dm88* and *invader1* is strongly associated with the incidence of EEO. The lack of activation of these transposons in flies without EEOs suggests that these transposons are activated due to inherent genetic variations or *de novo* genetic and epigenetic variations in flies with the EEOs. Interestingly, both *Dm88* and *invader1* are repressed by Mod. 

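In mod07570/L8 heads, Dm88 was at 33.3 ± 11.2 cpm (SD, n = 3) against 4.97 ± 1.59 cpm in mod07570/+ heads, a ratio of 6.71 (log2 fold change 2.76, standard error 0.37, adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). invader1 was at 29.0 ± 8.25 cpm against 4.74 ± 1.32 cpm, a ratio of 6.12 (log2 fold change 2.63, standard error 0.33, adjusted p = 0.0079). All 3 mod07570/L8 libraries were above all 3 mod07570/+ libraries for both transposons. With each library left out in turn, the log2 fold change stayed between 2.47 and 3.17 for Dm88 and between 2.37 and 2.98 for invader1. The call of Dm88 was lost without mod07570/L8 replicate 1 (adjusted p = 0.0573) and without mod07570/+ replicate 3 (adjusted p = 0.0521), as well as when transcripts were tested as listed. Reads that map to invader1 alone gave it a log2 fold change of 2.45. In FPKM the means in mod07570/L8 heads were 8.50 ± 2.98 for Dm88 and 8.26 ± 2.46 for invader1.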

Loss of both copies of the *mod* gene activated *Dm88* and *invader1* ∼6-fold compared to *mod*^*07570*^/+ heads (Fig. 5*G*). Based on these results, we conclude that EEO in the absence of Mod is in part due to the lack of robust silencing of *Dm88* and *invader1*. 

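mod was at 18.9 ± 0.97 cpm (SD, n = 3) in mod07570/L8 heads and 81.1 ± 35.5 cpm in mod07570/+ heads (log2 fold change -2.03, standard error 0.24, adjusted p = 0.0073 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 mod07570/+ libraries had 62.6, 122 and 58.7 cpm, and the second is the one with germline transcripts. The libraries of the EEO cross had 37.1 to 52.8 cpm of mod with EEO and 37.1 to 49.8 cpm without EEO. These levels lie above each mod07570/L8 library and below each mod07570/+ library. A test across the crosses was not made, because they differ in more than mod. The next gene to mod on the chromosome, Map205, was at 0.67 ± 0.0925 cpm in mod07570/L8 heads, 61.5 ± 19.1 cpm in mod07570/+ heads, 52.1 ± 4.77 cpm with EEO and 58.5 ± 1.35 cpm without EEO. By both mRNAs, the heads with and without EEO are apart from mod07570/L8 heads.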

Our data also shows that *mod* is halposufficient to silence *Dm88* and *invader1* in the heads (Fig. 5*F*), but one copy of *mod* is insufficient to prevent the activation of these two transposons in the progeny with EEO. Thus, the Mod's function in the mother dictates its ability to promote robust transposon silencing and developmental robustness in the next generation.

**Figure 5:**
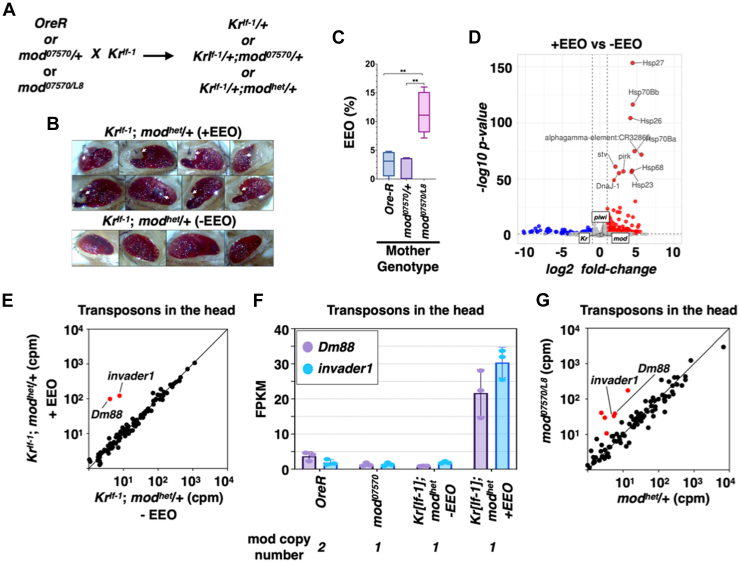
**Modulo is essential for developmental robustness.***A*, crossing scheme to test if lack of Mod function in the ovary leads to ectopic outgrowths (EEOs) in the offspring. *B*, bright-field microscope images of fly eyes with and without EEOs. The *white* arrows mark EEOs. *C*, a box plot showing the quantitation of EEOs observed in Fig. 5*A*. The mother's genotype is shown at the *bottom*. *N* = 259 (*Ore-R*), 119 (*mod*^*07570*^*/+*), and 114 (*mod*^*07570*^*/mod*^*L8*^) ∗∗ *p-value* less than 0.05. The experiment had at least 3 biological replicates for each genotype and the *p-value* was calculated using an unpaired *t* test. *D*, a volcano plot showing the differential expression of genes in the presence and the absence of EEO. The top 10 differentially expressed genes are marked. The experiment had three biological replicates. *E*, a scatter plot showing the steady-state levels of transposon mRNAs in the presence and absence of EEO. Transposons differentially expressed greater than 5-fold are marked in *red*. Reads were normalized as counts per million (cpm) reads that mapped to the *dm3* genome. The average of 3 biological replicates is shown. *F*, a column plot showing the mRNA fragments per kilobase of transcript per million mapped reads (FPKM) of *Dm88* and *invader1* transposons in various genotypes shown at the *bottom*. *mod* copy number in respective genotypes is also shown. Individual data points represent three independent biological replicates. *G*, same as in *E* except that heads from *mod*^*07570*^ and *mod*^*07570/L8*^ were compared. Transposons differentially expressed greater than 5-fold are marked in *red*. The average of three biological replicates is shown. EEO, ectopic eye outgrowths.

## Discussion

In this study, we identified a novel function for the Mod protein in transposon silencing and promoting developmental robustness.

The molecular mechanism that governs Piwi-mediated transcriptional silencing of transposons is gradually being revealed *via* elegant research from various laboratories. Multiple proteins–Maelstrom, Asterix, Panx (as part of the SFiNX/PICTS complex), and Su(var)2-10–promote the nuclear function of Piwi-mediated transcriptional silencing of transposons (10, 11, 12, 13, 14, 15, 16, 17, 18, 19, 20, 21). Our study adds Mod to this list of nuclear factors that promote Piwi function in transposon silencing. It shows that Mod functions downstream of Piwi localization to the nucleus and upstream of Panx recruitment to transposons(Fig. 6*A*). Panx’s ability to target transposon RNAs depends on Mod. We propose that Piwi interaction with Mod (Fig. 1, *C* and *D*) is needed for the latter’s recruitment to transposon genomic sites. However, the alternate mechanism that Mod recruitment to transposons is independent of Piwi and Piwi-Mod interaction has a non-transposon silencing function cannot be ruled out yet. Further structure-function studies and characterization of interaction interface mutants are needed to answer this question. We show Mod localizes to transposon genomic sites (Fig. 3*F*); the exact mechanism remains to be studied. Elegant RNA and DNA tethering experiments developed by the Hannon and Brenneckke labs should help answer this question (14, 15). Unraveling the mechanism by which Mod helps Panx target transposon RNAs (Fig. 4, *C* and *D*) is also essential. It is also unclear if Mod interacts with Panx independently or as a part of the SFiNX/PICTS complex (18). It is intriguing to notice that of the 86 transposons with greatly diminished H3K9me3 levels and Panx-associated small RNAs, only 28 exhibited a greater than 3-fold increase in steady-state mRNA levels. We believe that this discrepancy could be because of two reasons—(1) a robust post-transcriptional silencing by Aub and Ago3 and/or (2) a diminished recruitment of RNA pol II to transposon sites. Furthermore, recent work has also shown that Mod regulates centromere assembly at the nucleolus (44, 45), which may have implications for properly silencing centromeric repeats and transposons. It will be interesting to see if this Mod function in centromere positioning regulates transposon silencing. *Drosophila* Modulo is the homolog of mammalian Nucleolin which, like Modulo, is associated with chromatin (46). Nucleolin has been shown to act as a histone chaperone and to increase the remodeling efficiency of ATP-dependent chromatin remodeling (47). It has also been shown to act like the Facilitates Chromatin Transcription (FACT) complex and helps pass RNA polymerase II through nucleosomes. Nucleolin has also been shown to be essential for nucleosome disruption that precedes double-strand break repair (48). Based on Nucleolin’s role in chromatin remodeling, it will be interesting to test if Nucleolin, in mammals, is also needed for transposon silencing.

Our study also shows that Mod, like Piwi, is essential for developmental robustness. Flies with the EEOs had two distinct signatures—(1) transcriptome variation with activated stress response genes (Fig. 5*D*) and (2) higher steady-state mRNA levels of *Dm88* and *invader1* (Fig. 5*E*). It remains to be tested if these changes are restricted to the EEO or occur in the flies before developing EEOs. Nevertheless, our data shows that flies with EEOs were poised for transposon activation and transcriptome variation. Recent elegant work has demonstrated that genes and transposons can regulate each other’s expression (5, 49). It remains to be seen if transcriptome variance causes *Dm88* and *invader1* activation or *vice versa*. 

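In ovaries, Dm88 was at 2.37 ± 0.167 cpm (SD, n = 3) in mod07570/L8 and 0.619 ± 0.139 cpm in mod07570/+, a ratio of 3.82 (log2 fold change 1.99, standard error 0.30, adjusted p = 1.45e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). invader1 was at 0.862 ± 0.289 and 0.336 ± 0.142 cpm in the same ovaries and was under the minimum for the test. In heads, the lowest library with EEO had 55.6 cpm of Dm88 and 87.6 cpm of invader1. The levels without activation also differ between the tissues, since heads without EEO had at least 3.15 cpm of Dm88 and 5.71 cpm of invader1 in each library. For the loss of both mod copies, which was measured in both tissues, the interaction of tissue and genotype was 0.77 for Dm88 on the log2 scale (standard error 0.60, adjusted p = 0.39) and 1.15 for invader1 (adjusted p = 0.29), so a difference in response between heads and ovaries was not detectable for either. The contrast of heads with and without EEO has no counterpart in ovaries, and its difference from the ovary response was not tested. Of the piRNA pathway genes, aub was at 2.23 ± 0.0999 cpm, AGO3 at 0.776 ± 0.223 cpm and vas at 0.315 ± 0.211 cpm in heads with EEO, against 137 ± 6.59, 261 ± 12.2 and 143 ± 6.62 cpm in mod07570/+ ovaries. Others were higher in these heads, among them wde (61.5 cpm), Gasz (30.4 cpm) and armi (9.21 cpm). Of the 26 piRNA pathway genes listed, 18 passed the filter on low counts there, which asks for 1 cpm in 3 of the 6 libraries with or without EEO. The 18 include aub and piwi (1.54 ± 0.969 cpm with EEO), so the number does not mean levels near those of ovaries.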

Important to note is that the level of *Dm88* and *invader1* activation in the presence of EEO is much higher than what we observed in the ovaries; perhaps due to the absence of essential piRNA pathway proteins. 

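Of 96 transposons with a mean of at least 1 cpm in mod07570/L8 or mod07570/+ heads, 6 had a ratio of group means over 5. They are hobo (127), G6 (16.9), TART-C (12.9), 1731 (9.85), Dm88 and invader1, and the next largest ratio was 4.12 (invader3). One transposon, Doc4-element, was lower by over 5-fold. The count stayed at 6 with each library left out in turn, and it was 7 on unique counts. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 17 of 93 transposons were higher and 14 were lower in mod07570/L8 heads at an adjusted p under 0.05. The total of 31 depended on single libraries, with 7 calls without mod07570/L8 replicate 1 and 37 without mod07570/+ replicate 2. TART-C rose from 13.2 ± 1.62 cpm (SD, n = 3) to 171 ± 2.86 cpm, a log2 fold change of 3.75 (standard error 0.077, adjusted p = 2.4e-06). G6 rose from 2.40 ± 0.69 to 40.7 ± 6.12 cpm (4.14, adjusted p = 1.2e-04) and 1731 from 2.63 ± 0.257 to 25.9 ± 3.4 cpm (3.35, adjusted p = 1.18e-04). hobo was at 15.8 ± 2.09 cpm in mod07570/L8 heads and at 0.124 ± 0.215 cpm in mod07570/+ heads, where only replicate 2 had any counts (log2 fold change 6.95, standard error 0.63, adjusted p = 0.0022). hobo was also present in the heads of the EEO cross, at 4.23 ± 1.3 cpm without EEO. In the same cross, TART-C was at 176.5 ± 14.9 cpm without EEO and 145.6 ± 48 cpm with EEO, close to its level in mod07570/L8 heads. G6 was at 7.31 ± 3.42 cpm without EEO, well under its level in mod07570/L8 heads. The high TART-C level is thus not specific to heads that lost both mod copies, and a difference of genetic background stays open for it. Doc4-element (log2 fold change -2.92, adjusted p = 0.042), diver (-1.66, adjusted p = 7.6e-04), gypsy5 (-1.36, adjusted p = 0.038) and copia (-1.14, adjusted p = 0.0063) were lower in mod07570/L8 heads.

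**Figure D4:**
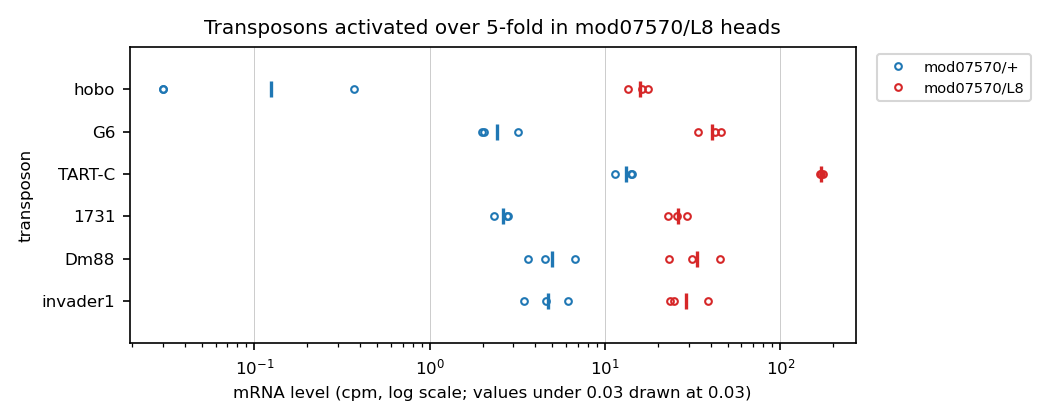
mRNA levels of the 6 transposons activated over 5-fold in mod07570/L8 heads, in cpm on a log scale. Each open circle is a library (n = 3 per genotype), each vertical tick is the mean of a genotype, and all mod07570/L8 circles of a transposon lie above its mod07570/+ circles.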

We also show that a few transposons in the heads are activated greater than 5-fold in the absence of Mod. The mechanism by which Mod silences transposons in the heads in the absence of piRNA pathway components is unclear and needs to be defined. How are flies with EEOs poised for transposon activation and transcriptome variance? We propose two mechanisms are at play here (Fig. 6*B*). First, *Kr[If-1]* and inherent genetic variations can induce transposons and transcriptome variation. The robust maternal function of Mod prevents the effect of inherent genetic variations and promotes developmental robustness. An alternate mechanism is that a lack of robust Mod function in the mother and early embryos can cause *de novo* genetic and epigenetic variations, leading to compromised transposon silencing and transcriptome fidelity (Fig. 6*B*, red lines). Transposon insertion-based *de novo* genetic mutations have been shown to cause phenotype variations (4). Thus, checking if the compromised Mod function causes transposon movement in the genome will be necessary. Using a genetic screen for maternal enhancers of *Kr[If*-*1]*, Ruden lab has shown that epigenetic regulation by the *trithorax* (TrxG) group of proteins can promote developmental robustness (32). It will be interesting to see if Mod regulates TrxG function and if the lack of the same leads to *de novo* epigenetic variations. Thus, our work lays the foundation for future research that unravels the connections among Mod function in transposon silencing, predisposition to transposon activation in the offspring, transcriptome variation, stress response pathway function, and developmental robustness.

## Experimental procedures

### Fly stocks and maintenance

All *Drosophila* stocks were maintained at 25 °C. The fly stocks used in this study were as follows: *Kr*^*If-1*^ (#4194), *Oregon-R* (#25211), *mod*^*07570*^/*TM3* (#11795), and *mod*^*L8*^/*TM3* (#383432). All fly stocks were obtained from the Bloomington stock center (stock numbers are indicated in parentheses).

### Generation of UAS-HA-Panx flies

The Panx coding sequence (with the HA-epitope tag after the first amino acid) was amplified from ovary cDNA using the primers 5′-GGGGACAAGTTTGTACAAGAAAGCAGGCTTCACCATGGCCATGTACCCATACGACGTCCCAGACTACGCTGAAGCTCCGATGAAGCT-3′ and 5′-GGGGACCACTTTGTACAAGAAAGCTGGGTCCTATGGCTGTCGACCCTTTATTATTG-3′ and cloned into pDONR221 and then into pPFW plasmid. BestGene Inc (Chino Hills, California) injected pPFW plasmid into *w*^*1118*^ embryos to create transgenic UAS-HA-Panx lines.

### Antibodies

All antibodies used in this work are shown in Table S1. In addition, a rabbit polyclonal antibody against the Mod peptide SHRSNKHQEESRKR was generated using services rendered by GenScript. Mod antibody was validated using immunoblot analysis and confocal microscopy. Please see Figure 1, *B* and *C*.

### Immunoprecipitation (IP)

Fifty pairs of ovaries were utilized for each IP experiment. The ovaries were dissected in ice-cold 1X phosphate-buffered saline (PBS). PBS was substituted with 50 μl OLB (30 mM HEPES at pH 8.0, 150 mM potassium acetate, 5 mM magnesium acetate, 5 mM DTT, 0.1% NP-40, and 5% glycerol) and manually homogenized in a 1.5 ml microcentrifuge tube. The volume was adjusted to 500 μl using OLB and centrifuged at 1100*g* for 2 min. The supernatant was retained as a cytoplasmic fraction, while the pellet was resuspended in 500 μl of NLB (50 mM Tris-HCl at pH 7.5, 20 mM NaCl, 1 mM MgCl_2_, and 1% NP-40) and sonicated three times for 15 s each. Benzonase (Millipore Sigma, #E1014) was added to a concentration of 1:1000, and the crude nuclear lysate was incubated at 4 °C for 1 h on a tube rotator. The crude nuclear lysate was then centrifuged at 16,000*g* for 10 min, and the supernatant was retained as nuclear lysate for IP. In each IP experiment, the nuclear lysate was divided into two equal aliquots; one was incubated with an antibody targeting the protein of interest, while the other was incubated with control isotype IgG. Incubation was conducted overnight at 4 °C on a tube rotator. To the lysate-antibody mixture, 25 μl of Protein A/G Magnetic Beads (ThermoFisher, #88802) were added and incubated for 3 h at 4 °C on a tube rotator. The beads were washed three times with OLB and subsequently processed for immunoblotting. All buffers were supplemented with protease inhibitors (ThermoFisher, # A32965).

### Immunofluorescence

Immunofluorescence experiments were performed as previously described (50). In brief, ovaries were dissected and fixed in 4% formaldehyde in PBS for 20 min at room temperature, after which they were washed three times with Phosphate-buffered saline (PBS) and three times with PBS+ 0.2% Triton X-100 (PBT). Ovaries were dissociated by gently pipetting 2 to 3 times using a cut pipette tip. Then, permeabilization and blocking were carried out by first incubating the samples with PBT for 20 min, followed by incubation with PBT+1% BSA for 1 h at room temperature. Primary antibodies were used at the following dilutions: Piwi (1:500), Fibrillarin (1:1000), and Mod (1:500). Secondary antibodies (Alexa Fluor-conjugated 488, 566, and 633) were purchased from Invitrogen and were used at a 1:500 dilution. Ovaries were incubated with primary antibody overnight at 4 °C in PBT + 1% BSA, washed three times for 1 h each with PBT, and incubated with secondary antibody overnight at 4 °C, followed by three washes each for 15 min using PBT. Ovaries were mounted with a DAPI mounting solution. Confocal images were taken using a Zeiss LSM 880 NLO microscope and Plan-Apochromat 63x/1.40 Oil DIC objective with identical control and test fly lines settings. Images were analyzed using ImageJ.

### mRNA-seq

Total RNA was extracted from ovaries or heads using TRIzol (Invitrogen) following the manufacturer’s instructions. RNA integrity was verified by running samples on an Agilent 2100 bioanalyzer with an RNA integration number ≥ 8. Then, 100 to 200 ng of RNA was used for mRNA sequencing (mRNA-seq) using the Illumina PE150 strategy.

### Sequencing of Piwi-bound small RNAs

Whole ovary lysate was prepared from 50 pairs of ovaries as described elsewhere (33). Immunoprecipitation with the Piwi antibody was performed, and to extract small RNAs bound to Piwi, the beads, after the washing step, were treated with TRIzol, and the total RNA was extracted and submitted for sequencing. Prior to library preparation and sequencing, the RNA sample was supplemented with 1 μl of 10 μM 2S Block oligo (5′- TAC AAC CCT CAA CCA TAT GTA GTC CAA GCA/3SpC3/-3′) to inhibit amplification of ribosomal RNA selectively. RNA sequencing was performed using the Illumina SE50 strategy.

### ChIP-seq

Approximately 50 μl ovaries were crosslinked with 1% formaldehyde in PBS for 10 min at room temperature, quenched with 150 mM glycine for 5 min, and washed three times, 5 min each, in PBT. Lysis was performed in 500 μl of lysis buffer (10 mM Tris-HCl at pH 8, 100 mM NaCl, 1 mM EDTA, 0.1% sodium deoxycholate, 0.5% N lauroylsarcosine, 1 mM DTT and 1x Halt Protease Inhibitor from Thermo). Ovaries were homogenized on a 1 ml Wheaton homogenizer with 5 loose and 5 tight strokes and kept on ice for 30 min. Lysates were prepared as 100 μl aliquots and sonicated on a Bioruptor (Diagenode) for 10 cycles at high strength with 30 s ON and 45 s OFF pulses. The lysates were then pooled, and the volume was adjusted to 1 ml with lysis buffer, followed by centrifugation at 12,000 rpm for 10 min at 4 °C. The supernatants containing the soluble chromatin were transferred to new tubes, and 100 μl was saved as input control. Immunoprecipitation was carried out by adding 2 μg of anti-H3K9me3 (Abcam, ab8898) to the respective supernatants and incubating overnight on a rotating wheel at 4 °C. Protein A/G Magnetic Beads (ThermoFisher, #88802) were added to the supernatant-antibody mix, and the samples were incubated for an additional 3 h at 4 °C. The ChIP samples were washed five times: once with low-salt buffer (20 mM Tris-HCl at pH 8, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, and 0.1% Triton-X 100), twice with high-salt buffer (20 mM Tris-HCl at pH 8, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, and 0.1% Triton-X 100), once with LiCl buffer (10 mM Tris-HCl at pH 8, 1 mM EDTA, 1% NP40, 1% deoxycholate and 250 mM LiCl) and once with TE buffer (10 mM Tris-HCl at pH 8 and 1 mM EDTA). Then, the beads were resuspended in 100 μl of elution buffer (50 mM Tris-HCl at pH 8, 10 mM EDTA, 1% SDS, and 300 mM NaCl). The input samples were thawed, mixed with an equal volume of elution buffer, and processed in parallel with the ChIP samples. Crosslinking was reversed by incubating the beads and inputs overnight at 65 °C. The samples were sequentially treated with 2 μl of RNAseA + T1 (Thermo, EN0551) for 30 min at 37 °C, and 5 μl of Proteinase K (Thermo, EO0491) for 2 h at 37 °C, and the immunoprecipitated DNA was then extracted using a PCR purification kit (Qiagen). ChIP was repeated thrice with three independent biological replicates. One replicate was sequenced using the Illumina SE150 strategy, and all three biological replicates were used for qPCR.

### ChIP qPCR

ChIP qPCR was performed using primers shown in Table S2. The relative enrichment of H3K9me3 was calculated using the formula 2∧-(Ct^ChIP^-Ct^Input^). The ribosomal protein gene *rp49* was used as a negative control. All qPCR reactions were performed in 10 μl using SyberGreen Supermix (Biorad, 1725271) and the CFX384 real-time PCR detection system (Bio-Rad).

### Bioinformatics

#### RNA-seq analysis

Reads were directly mapped to transposon consensus sequences and gene transcripts using *Bowtie 2* (51) and then quantified using *eXpress* (52). Estimated counts were normalized as counts per million (cpm). All mRNA sequencing experiments performed in this study had three biological replicates. For Fig. 5*D*, reads were mapped to the *dm3* genome using STAR (53) and quantified using htseq-count (54). Differential expression analysis was performed using DESeq2 (55). Analysis was performed on the Galaxy platform (56). The volcano plot in Fig. 5*D* was generated using VolcaNoseR (57). All other plots were generated using GraphPad Prism. Sequence read archives files SRR10541133 and SRR10541133 (42) were used as input files for *piwi*^*2/dNLS*^ in Fig. 2*F*.

#### ChIP-seq data analysis

In Fig. 3*A*, ChIP-seq analysis was performed using piPipes (58). As part of the piPipes workflow, ChIP and input reads were mapped to transposon consensus sequences and gene transcripts using *Bowtie 2* (51) and then quantified using *eXpress* (52). Estimated counts were normalized as counts per million (cpm). Fold enrichment was calculated using the formula ChIP^cpm^/Input^cpm^ and plotted. Figure 3, *C*–*E* were generated using deepTools (59). Sequencing reads were first mapped to the *dm3* genome using *Bowtie* (60). *Bowtie* was executed with default parameters to identify all genome mapping reads, and the ‘*-m 1*’ option was employed to detect reads that mapped only once in the genome (unique reads). The sorted and indexed BAM files were then processed using *bamCompare* (*--normalizeUsing CPM*), *computeMatrix* (using *scale-regions*, -*-beforeRegionStartLength 1000*, *--regionBodyLength* 1000 -*-afterRegionStartLength 1000*, *--skipZeros* options), and *plotHeatmap* tools. Genomic locations (BED files) of the transposons and genes were downloaded using the UCSC Table Browser. Integrative Genomics Viewer (61) was used to generate the genome browser views in Fig. 3*E*.

#### Small RNA seq data analysis

The 3′-adapter 5′-AGATCGGAAGAGCACACGTCT-3′ was trimmed from the sequenced reads using Cutadapt version 1.15. Trimmed reads less than 18 nucleotides and reads without the adapter were discarded. Trimmed reads were then analyzed using the piPipes small RNA pipeline (58). In Fig. 2*C*, reads were mapped to genes and transposon consensus sequences using *Bowtie 2* and quantified by eXpress, as mentioned earlier. Estimated counts were normalized as cpm and plotted. In Fig. S2*B*, sense and anti-sense reads mapping to transposons were normalized to genome mapping reads. Size distribution was analyzed using *TBr2_basicanalyses.pl* (62) and plotted. The annotation shown in Fig. S2*C* was done using piPipes. In Figure 4, *C* and *D*, small RNAs associated with Panx were normalized as fraction input and plotted. Size distribution in Fig. 4*A* and the first nucleotide signature in Fig. 4*B* were identified using piPipes.

## Data availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. Sequencing data from this study can be accessed using Gene Expression Omnibus (GEO) accession number GSE240478.

## Supporting information

This article contains supporting information.

## Conflict of interests

The authors declare that they have no conflicts of interest with the contents of this article.

## References

[1] Chuong E.B., Elde N.C., Feschotte C. (2017). Regulatory activities of transposable elements: from conflicts to benefits. Nat. Rev. Genet..

[2] Yang N., Srivastav S.P., Rahman R., Ma Q., Dayama G., Li S. (2022). Transposable element landscapes in aging Drosophila. PLoS Genet..

[3] Pezic D., Manakov S.A., Sachidanandam R., Aravin A.A. (2014). piRNA pathway targets active LINE1 elements to establish the repressive H3K9me3 mark in germ cells. Genes Dev..

[4] Specchia V., Piacentini L., Tritto P., Fanti L., D'Alessandro R., Palumbo G. (2010). Hsp90 prevents phenotypic variation by suppressing the mutagenic activity of transposons. Nature.

[5] Hummel B., Hansen E.C., Yoveva A., Aprile-Garcia F., Hussong R., Sawarkar R. (2017). The evolutionary capacitor HSP90 buffers the regulatory effects of mammalian endogenous retroviruses. Nat. Struct. Mol. Biol..

[6] Ghildiyal M., Seitz H., Horwich M.D., Li C., Du T., Lee S. (2008). Endogenous siRNAs derived from transposons and mRNAs in Drosophila somatic cells. Science.

[7] Ozata D.M., Gainetdinov I., Zoch A., O'Carroll D., Zamore P.D. (2019). PIWI-interacting RNAs: small RNAs with big functions. Nat. Rev. Genet..

[8] Czech B., Munafo M., Ciabrelli F., Eastwood E.L., Fabry M.H., Kneuss E. (2018). piRNA-Guided genome defense: from biogenesis to silencing. Annu. Rev. Genet..

[9] Wang C., Lin H. (2021). Roles of piRNAs in transposon and pseudogene regulation of germline mRNAs and lncRNAs. Genome Biol..

[10] Donertas D., Sienski G., Brennecke J. (2013). Drosophila Gtsf1 is an essential component of the Piwi-mediated transcriptional silencing complex. Genes Dev..

[11] Ohtani H., Iwasaki Y.W., Shibuya A., Siomi H., Siomi M.C., Saito K. (2013). DmGTSF1 is necessary for Piwi-piRISC-mediated transcriptional transposon silencing in the Drosophila ovary. Genes Dev..

[12] Muerdter F., Guzzardo P.M., Gillis J., Luo Y., Yu Y., Chen C. (2013). A genome-wide RNAi screen draws a genetic framework for transposon control and primary piRNA biogenesis in Drosophila. Mol. Cell.

[13] Sienski G., Donertas D., Brennecke J. (2012). Transcriptional silencing of transposons by Piwi and maelstrom and its impact on chromatin state and gene expression. Cell.

[14] Yu Y., Gu J., Jin Y., Luo Y., Preall J.B., Ma J. (2015). Panoramix enforces piRNA-dependent cotranscriptional silencing. Science.

[15] Sienski G., Batki J., Senti K.A., Donertas D., Tirian L., Meixner K. (2015). Silencio/CG9754 connects the Piwi-piRNA complex to the cellular heterochromatin machinery. Genes Dev..

[16] Murano K., Iwasaki Y.W., Ishizu H., Mashiko A., Shibuya A., Kondo S. (2019). Nuclear RNA export factor variant initiates piRNA-guided co-transcriptional silencing. EMBO J..

[17] Fabry M.H., Ciabrelli F., Munafo M., Eastwood E.L., Kneuss E., Falciatori I. (2019). piRNA-guided co-transcriptional silencing coopts nuclear export factors. Elife.

[18] Batki J., Schnabl J., Wang J., Handler D., Andreev V.I., Stieger C.E. (2019). The nascent RNA binding complex SFiNX licenses piRNA-guided heterochromatin formation. Nat. Struct. Mol. Biol..

[19] Onishi R., Sato K., Murano K., Negishi L., Siomi H., Siomi M.C. (2020). Piwi suppresses transcription of Brahma-dependent transposons via Maelstrom in ovarian somatic cells. Sci. Adv..

[20] Eastwood E.L., Jara K.A., Bornelov S., Munafo M., Frantzis V., Kneuss E. (2021). Dimerisation of the PICTS complex via LC8/Cut-up drives co-transcriptional transposon silencing in Drosophila. Elife.

[21] Schnabl J., Wang J., Hohmann U., Gehre M., Batki J., Andreev V.I. (2021). Molecular principles of Piwi-mediated cotranscriptional silencing through the dimeric SFiNX complex. Genes Dev..

[22] Waddington C.H. (1959). Canalization of development and genetic assimilation of acquired characters. Nature.

[23] Zabinsky R.A., Mason G.A., Queitsch C., Jarosz D.F. (2019). It's not magic - Hsp90 and its effects on genetic and epigenetic variation. Semin. Cell Dev. Biol..

[24] Felix M.A., Wagner A. (2008). Robustness and evolution: concepts, insights and challenges from a developmental model system. Heredity (Edinb).

[25] Bergman A., Siegal M.L. (2003). Evolutionary capacitance as a general feature of complex gene networks. Nature.

[26] Hornstein E., Shomron N. (2006). Canalization of development by microRNAs. Nat. Genet..

[27] Salathia N., Queitsch C. (2007). Molecular mechanisms of canalization: Hsp90 and beyond. J. Biosci..

[28] Rutherford S.L., Lindquist S. (1998). Hsp90 as a capacitor for morphological evolution. Nature.

[29] Jarosz D.F., Lindquist S. (2010). Hsp90 and environmental stress transform the adaptive value of natural genetic variation. Science.

[30] Queitsch C., Sangster T.A., Lindquist S. (2002). Hsp90 as a capacitor of phenotypic variation. Nature.

[31] Rohner N., Jarosz D.F., Kowalko J.E., Yoshizawa M., Jeffery W.R., Borowsky R.L. (2013). Cryptic variation in morphological evolution: HSP90 as a capacitor for loss of eyes in cavefish. Science.

[32] Sollars V., Lu X., Xiao L., Wang X., Garfinkel M.D., Ruden D.M. (2003). Evidence for an epigenetic mechanism by which Hsp90 acts as a capacitor for morphological evolution. Nat. Genet..

[33] Gangaraju V.K., Yin H., Weiner M.M., Wang J., Huang X.A., Lin H. (2011). Drosophila Piwi functions in Hsp90-mediated suppression of phenotypic variation. Nat. Genet..

[34] Garzino V., Pereira A., Laurenti P., Graba Y., Levis R.W., Le Parco Y. (1992). Cell lineage-specific expression of modulo, a dose-dependent modifier of variegation in Drosophila. EMBO J..

[35] Graba Y., Laurenti P., Perrin L., Aragnol D., Pradel J. (1994). The modifier of variegation modulo gene acts downstream of dorsoventral and HOM-C genes and is required for morphogenesis in Drosophila. Dev. Biol..

[36] Karam J.A., Parikh R.Y., Nayak D., Rosenkranz D., Gangaraju V.K. (2017). Co-chaperone Hsp70/Hsp90-organizing protein (Hop) is required for transposon silencing and Piwi-interacting RNA (piRNA) biogenesis. J. Biol. Chem..

[37] Parikh R.Y., Lin H., Gangaraju V.K. (2018). A critical role for nucleoporin 358 (Nup358) in transposon silencing and piRNA biogenesis in Drosophila. J. Biol. Chem..

[38] Perrin L., Romby P., Laurenti P., Berenger H., Kallenbach S., Bourbon H.M. (1999). The Drosophila modifier of variegation modulo gene product binds specific RNA sequences at the nucleolus and interacts with DNA and chromatin in a phosphorylation-dependent manner. J. Biol. Chem..

[39] Spradling A.C., Stern D., Beaton A., Rhem E.J., Laverty T., Mozden N. (1999). The Berkeley Drosophila Genome project gene disruption project: single P-element insertions mutating 25% of vital Drosophila genes. Genetics.

[40] Perrin L., Demakova O., Fanti L., Kallenbach S., Saingery S., Mal'ceva N.I. (1998). Dynamics of the sub-nuclear distribution of Modulo and the regulation of position-effect variegation by nucleolus in Drosophila. J. Cell Sci..

[41] Falahati H., Wieschaus E. (2017). Independent active and thermodynamic processes govern the nucleolus assembly in vivo. Proc. Natl. Acad. Sci. U. S. A..

[42] Zhang G., Yu T., Parhad S.S., Ho S., Weng Z., Theurkauf W.E. (2021). piRNA-independent transposon silencing by the Drosophila THO complex. Dev. Cell.

[43] Zhang Y., Liu T., Meyer C.A., Eeckhoute J., Johnson D.S., Bernstein B.E. (2008). Model-based analysis of ChIP-seq (MACS). Genome Biol..

[44] Padeken J., Mendiburo M.J., Chlamydas S., Schwarz H.J., Kremmer E., Heun P. (2013). The nucleoplasmin homolog NLP mediates centromere clustering and anchoring to the nucleolus. Mol. Cell.

[45] Chen C.C., Greene E., Bowers S.R., Mellone B.G. (2012). A role for the CAL1-partner Modulo in centromere integrity and accurate chromosome segregation in Drosophila. PLoS One.

[46] Mongelard F., Bouvet P. (2007). Nucleolin: a multiFACeTed protein. Trends Cell Biol..

[47] Angelov D., Bondarenko V.A., Almagro S., Menoni H., Mongelard F., Hans F. (2006). Nucleolin is a histone chaperone with FACT-like activity and assists remodeling of nucleosomes. EMBO J..

[48] Goldstein M., Derheimer F.A., Tait-Mulder J., Kastan M.B. (2013). Nucleolin mediates nucleosome disruption critical for DNA double-strand break repair. Proc. Natl. Acad. Sci. U. S. A..

[49] Treiber C.D., Waddell S. (2020). Transposon expression in the Drosophila brain is driven by neighboring genes and diversifies the neural transcriptome. Genome Res..

[50] Preall J.B., Czech B., Guzzardo P.M., Muerdter F., Hannon G.J. (2012). Shutdown is a component of the Drosophila piRNA biogenesis machinery. RNA.

[51] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[52] Roberts A., Pachter L. (2013). Streaming fragment assignment for real-time analysis of sequencing experiments. Nat. Methods.

[53] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[54] Anders S., Pyl P.T., Huber W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[55] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[56] Afgan E., Baker D., Batut B., van den Beek M., Bouvier D., Cech M. (2018). The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2018 update. Nucleic Acids Res..

[57] Goedhart J., Luijsterburg M.S. (2020). VolcaNoseR is a web app for creating, exploring, labeling and sharing volcano plots. Sci. Rep..

[58] Han B.W., Wang W., Zamore P.D., Weng Z. (2015). piPipes: a set of pipelines for piRNA and transposon analysis via small RNA-seq, RNA-seq, degradome- and CAGE-seq, ChIP-seq and genomic DNA sequencing. Bioinformatics.

[59] Ramirez F., Ryan D.P., Gruning B., Bhardwaj V., Kilpert F., Richter A.S. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[60] Langmead B., Trapnell C., Pop M., Salzberg S.L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[61] Robinson J.T., Thorvaldsdottir H., Winckler W., Guttman M., Lander E.S., Getz G. (2011). Integrative genomics viewer. Nat. Biotechnol..

[62] Rosenkranz D., Han C.T., Roovers E.F., Zischler H., Ketting R.F. (2015). Piwi proteins and piRNAs in mammalian oocytes and early embryos: from sample to sequence. Genom. Data.

# Supplementary material for: Drosophila Modulo is essential for transposon silencing and developmental robustness
**Source:** J Biol Chem. 2025 Jan 22;301(3):108210. doi: 10.1016/j.jbc.2025.108210
**Supplement:** Supporting information

Supplementary Materials for

***Drosophila* Modulo is Essential for Transposon Silencing and  
Developmental Robustness**

Rasesh Y. Parikh *et al.*

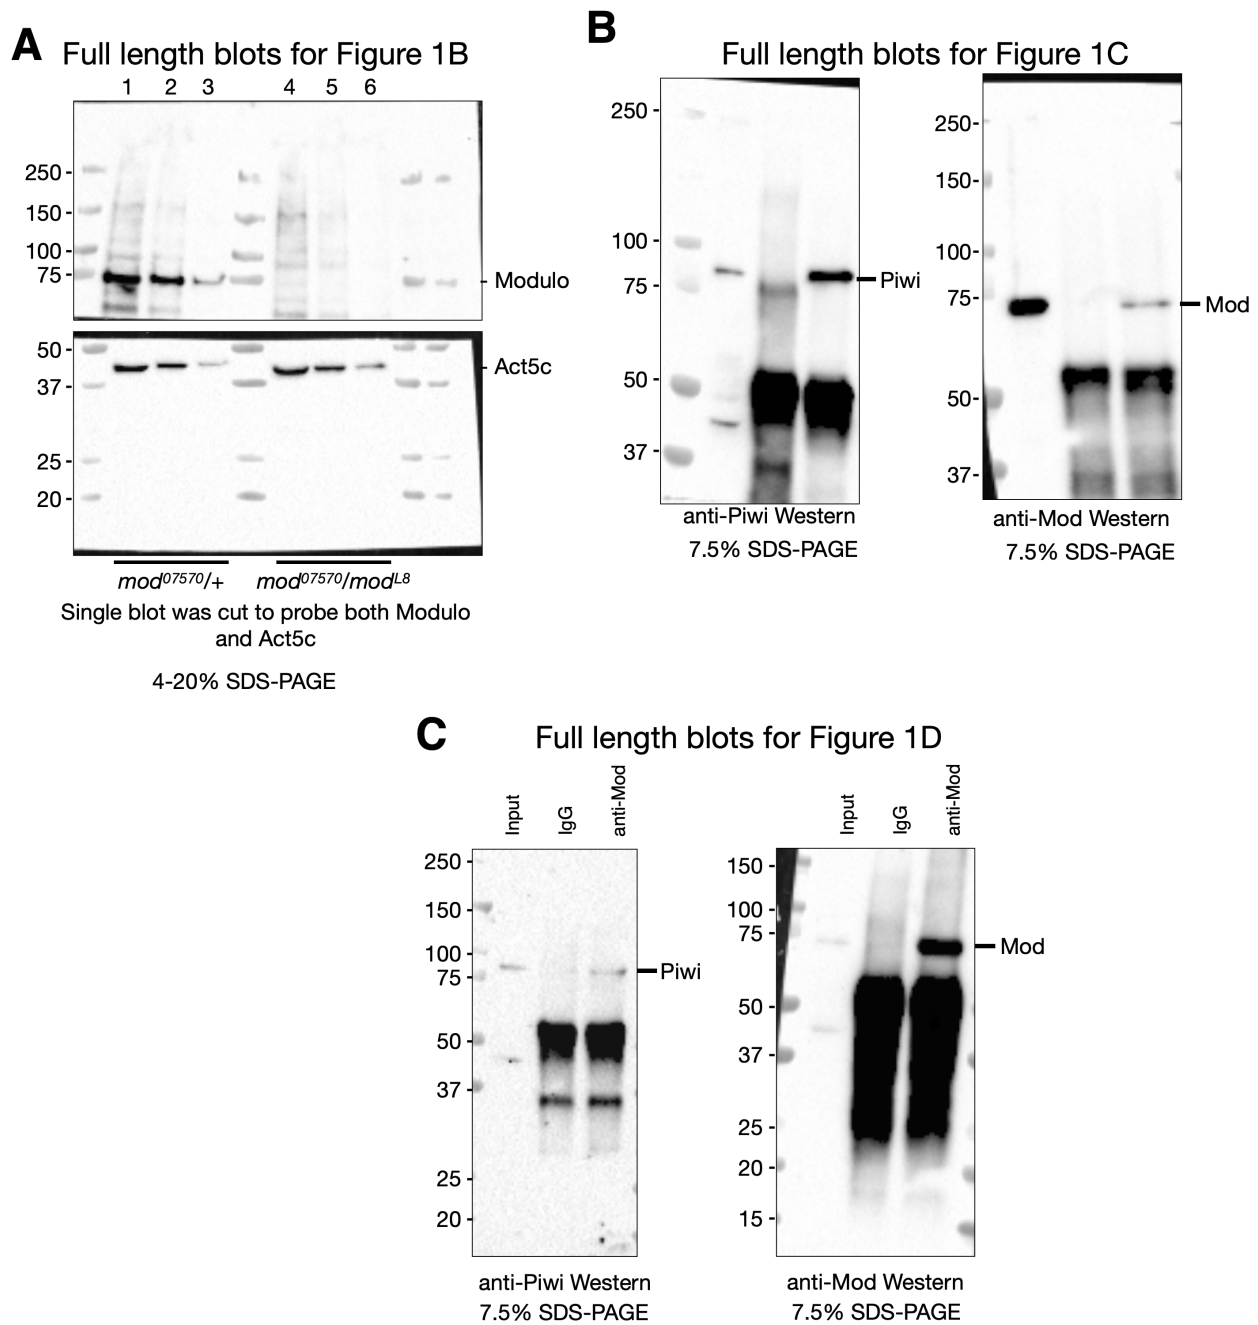

**Figure S1: A-C.** Full-length blots for the indicated main figures.

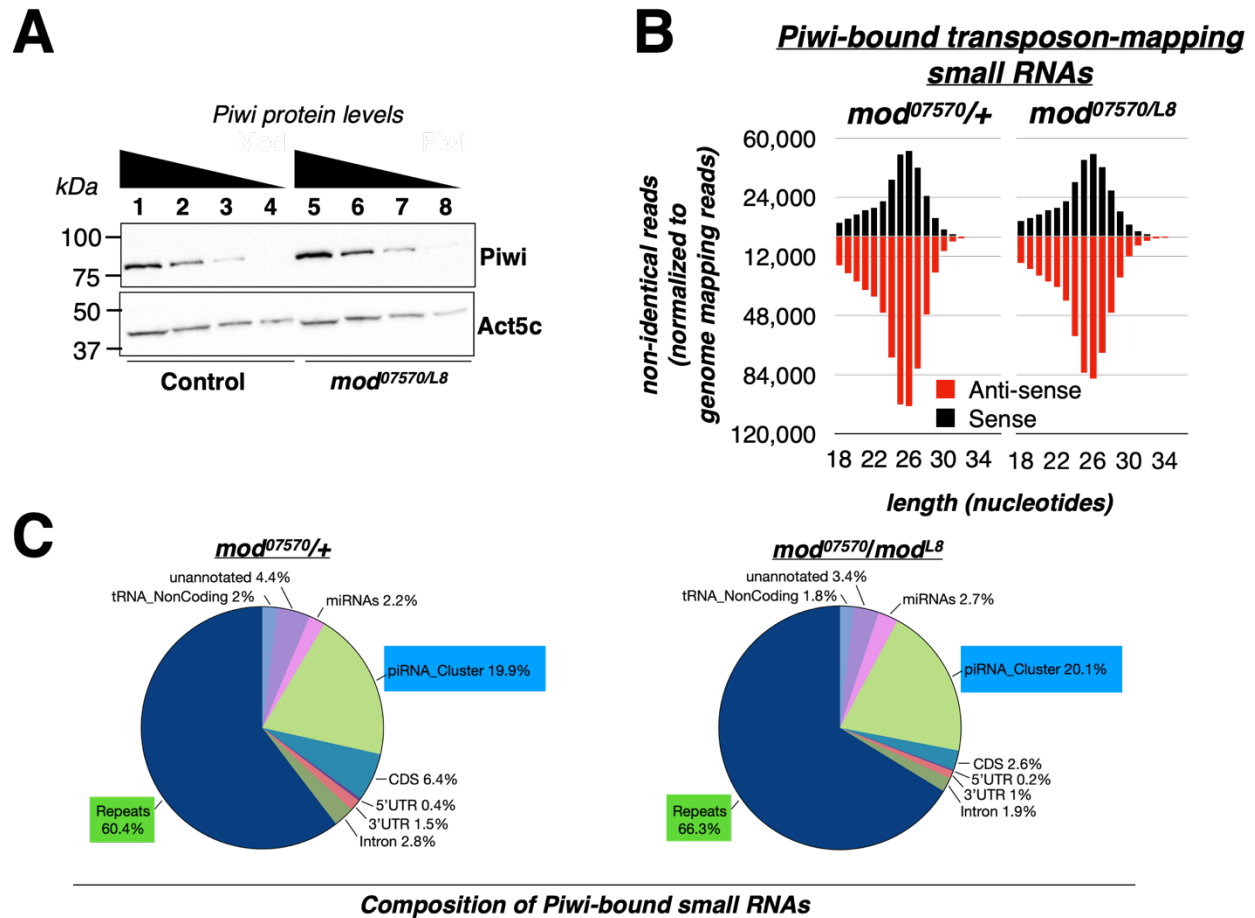

**Figure S2: Effect of *mod* mutation on *Piwi* function.** **A)** Immunoblot analysis showing the levels of *Piwi* protein in *Oregon-R* (control) and *mod*<sup>07570/L8</sup> ovaries. Three-fold serial dilutions were used. **B)** A column plot showing the size distribution of transposon-mapping sense and anti-sense small RNAs bound to *Piwi* in *mod*<sup>07570/+</sup> and *mod*<sup>07570/L8</sup> ovaries. **C)** Pie charts displaying the composition of *Piwi*-bound piRNAs in *mod*<sup>07570/+</sup> and *mod*<sup>07570/L8</sup> ovaries.

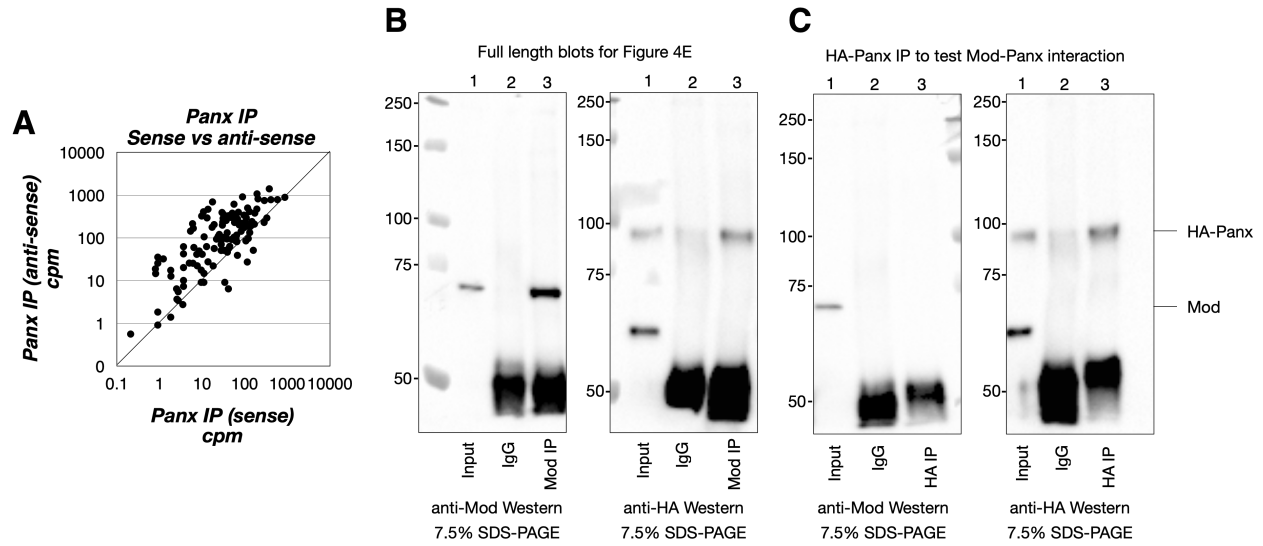

**Figure S3: Panx interaction with target transposon RNAs and Mod. A)** XY scatter plot showing the level of sense and anti-sense transposon-mapping small RNAs bound to Panx. **B)** Full-length blot for the figure 4E. **C)** Immunoblot analysis testing Panx and Mod interaction after pulling down Panx via its HA epitope tag.

## Supplementary Table 1

### Antibodies used in this study

| Antibodies              | Source               | Application (s)                  |
|-------------------------|----------------------|----------------------------------|
| Rabbit anti-H3K9me3     | Abcam, ab8898        | ChIP- 2 µg per IP                |
| Mouse anti-Piwi         | Haifan Lin lab       | WB- 1:3000; IP- 1:1000; IF-1:500 |
| Mouse anti- Fibrillarin | SantaCruz, Sc 166021 | IF- 1:1000                       |
| Rabbit anti-beta Actin  | Cell signaling, 4970 | WB- 1:1000                       |
| Mouse anti-Panx         | Julius Brennecke lab | WB- 1:50; IP- 50µl per IP        |
| Rabbit anti-HA          | Cell Signaling, 3724 | WB- 1:1000, IP 1:50              |
| Rabbit anti-Modulo      | This study           | WB- 1:1000, IF 1:250             |

## Supplementary Table 2

### Primers used for ChIP-qPCR (5'-3') in Fig. 3C

|         |                       |         |                       |
|---------|-----------------------|---------|-----------------------|
| rp49- F | TCCGCCCAGCATACAGGC    | rp49-R  | CAATCCTCGTTGGCACTCACC |
| gtwin-F | TTCGCACAAGCGATGATAAG  | gtwin-R | GATTGTTGTACGGCGACCTT  |
| gypsy-F | GTTCATACCCTTGGTAGTAGC | gypsy-R | CAACTTACGCATATGTGAGT  |
| diver-F | GGCACCACATAGACACATCG  | diver-R | GTGGTTTGCATAGCCAGGAT  |

How the deposited data were processed for this re-analysis (not part of the article)

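The processed tables of 21 RNA libraries and the H3K9me3 peak lists of 2 genotypes were analysed. The pairing of tables with genotypes, tissues and replicates follows the deposited sample labels, and the choices of test, threshold and alternatives were written down before the data were examined. Choices made later are named as such where they are used.

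For RNA, the authors mapped reads to RefSeq transcripts and transposon consensus sequences with Bowtie 2 and quantified them with eXpress, whose versions are not stated. The deposited estimated counts and effective counts are eXpress estimates of fragments per sequence after the authors' run divided ambiguous fragments among sequences. The deposited unique counts give the fragments that map to a sequence alone, as eXpress in the authors' run counted them, and total counts of all alignments were not used here. The deposited FPKM values were made by the authors with eXpress from the estimated counts and effective lengths, and the deposited TPM values by the same run. TPM was not used here. For the peaks, the authors mapped ChIP and input reads to dm3 with Bowtie, kept reads that map once, and called broad peaks with MACS2 2.2.7.1. The deposited pileup of a peak is the mean height of the ChIP signal that MACS2 in the authors' run gave it. The deposited fold enrichment is the ratio of ChIP to the local background of the input as the authors' MACS2 run gives it. The deposited -log10 p and -log10 q of a peak were computed by the authors with MACS2, and the column names of both had been lost in the tables.

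Estimated counts were summed from transcripts to genes with a table of RefSeq accessions and symbols, each transposon consensus sequence being kept as a feature. Features with at least 1 cpm in at least 3 of the 6 libraries of a comparison were tested on rounded estimated counts with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The comparisons were mod07570/L8 with mod07570/+ ovaries, modL8/+ with mod07570/+ ovaries, mod07570/L8 with mod07570/+ heads, and heads with EEO with heads without EEO. The interaction of tissue and genotype was fitted in the same way to the 12 mod07570/L8 and mod07570/+ libraries. The counts of activated transposons rest on ratios of mean cpm, with the paper's minimum of 1 cpm and its thresholds of 3-fold in ovaries and 5-fold in heads. FPKM values of Dm88 and invader1 were compared with two-sided exact permutation tests, whose smallest possible p is 0.1 with 3 libraries against 3. Where all libraries of a group had at most 3 counts, only a lower bound of the fold is given.

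The alternatives were unique counts, effective counts, total-count scaling, TMM from genes only, DESeq2 1.42.0, no filter on low counts, replicate number as a block, all groups of a tissue in one fit, transcripts tested as listed, a 2-fold threshold besides the adjusted p, and each library left out in turn. Peaks were overlapped by at least 1 bp and counted with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and bedtools gave the same 1739 overlapped peaks. Figures were drawn with matplotlib 3.10.9.

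The tests were tried on simulated counts with the common spread of the libraries, the same for every gene. In these, 200 genes well above the filter on low counts were changed by 2-fold or more, so the shares recovered do not carry over to smaller changes or rarer genes. With the ovary spread, edgeR recovered 200 and called 18 unchanged genes among 8047, and DESeq2 recovered 200 and called 2. With the head spread, DESeq2 recovered 175 and called 19 unchanged genes. The interaction test recovered 129 (64.5%) and called 2 unchanged genes among 10581, so an interaction without a call says little.

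Genes are named in the text when the paper names them, when they belong to a list, when they have the largest changes of a comparison, or when they describe the libraries. The lists, fixed at the same time as the tests, are heat shock genes (Hsp22, Hsp23, Hsp26, Hsp27, Hsp67Ba, Hsp67Bb, Hsp67Bc, Hsp68, Hsp70Aa, Hsp70Ab, Hsp70Ba, Hsp70Bb, Hsp70Bbb, Hsp70Bc, Hsp83, DnaJ-1, stv), antimicrobial genes (DptA, Dpt, DptB, AttA, AttB, AttC, AttD, CecA1, CecA2, CecB, CecC, Drs, Mtk, Dro, Def, pirk, PGRP-SD, PGRP-LB, PGRP-SB1), piRNA pathway genes (piwi, aub, AGO3, panx, mael, arx, nxf2, Su(var)2-10, egg, wde, vas, zuc, armi, fs(1)Yb, rhi, del, cuff, spn-E, krimp, tej, qin, squ, shu, mino, Gasz, vret), chorion genes (Cp7Fa, Cp7Fb, Cp7Fc, Cp15, Cp16, Cp18, Cp19, Cp36, Cp38), vitelline membrane and yolk protein genes (Vm26Aa, Vm26Ab, Vm32E, Vm34Ca, Yp1, Yp2, Yp3), germline genes (nos, osk, vas, bam, bgcn, grk), yolk protein genes of head fat body (Yp1, Yp2, Yp3), male X-chromosome RNAs (roX1, roX2), ribosome biogenesis genes (Fib, Nop56, Nop5, Nop60B, Nnp-1, Ns1, Nlp), genes named in the paper (mod, piwi, aub, AGO3, panx, mael, arx, Su(var)2-10, Stip1, Hop, Nup358, Hsp83, Fib, Kr, RpL32, Hsp27, Hsp70Bb, Hsp26, Hsp70Ba, Hsp23, Hsp68, stv, pirk, DnaJ-1, alphagamma-element:CR32865) and transposons named in the paper (Dm88, invader1, copia, springer, Tirant, TART-A, TART-B, TART-C, blood, diver, flea, gtwin, gypsy).

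Oregon-R heads, small RNA libraries, piwi2/dNLS ovaries, ChIP and input counts on transposon sequences, and coverage tracks were not analysed here.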

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

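The tests of the interaction under other splits of the libraries, of the genetic background, of the neighbours of mod and of the EEO genes in mod07570/L8 heads were set before the results were seen. So were the comparisons, the interaction test, the gene lists and the alternatives given with the processing above, including each library left out in turn. Any remaining test in this part was chosen only after the result was seen.

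The response of transposons to the loss of both mod copies differs between ovaries and heads. Of 99 transposons tested for an interaction of tissue and genotype with edgeR's quasi-likelihood test, 65 had a Benjamini-Hochberg adjusted p under 0.05, of which 59 had a lower log2 fold change in heads than in ovaries and 6 a higher one. The sign does not give the size of the response, as P-element, among the 6, fell in ovaries. When genotype was reassigned within each tissue, 1 of the 100 splits drawn from 200 possible ones gave as many transposons, the real one, and 5 gave as many genes. This speaks against no effect of genotype at all, but it does not test whether the tissues respond alike. In the 10 other splits that kept the ovary genotypes together, with the heads mixed, 50 to 61 transposons were called, and in the splits that mixed the ovary genotypes at most 2. The number called therefore follows the ovary response, and the difference between the tissues rests on the interaction test of each transposon. The count was 58 to 70 across the 12 fits that each left out one library. The tissues also differ in their spread between replicates and in the share of counts on transposons. The sex of the flies whose heads were taken is not stated. In the mod07570/L8 and mod07570/+ head libraries, Yp1 was at 27340 cpm or more and roX1 at 4.55 cpm or less. These levels argue against male heads, and so against sex as a source of the difference between these tissues. A difference of the tissues themselves stays open and was not tested further.

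copia has the opposite direction in the tissues. Its log2 interaction was -6.08 (standard error 0.14, Benjamini-Hochberg adjusted p = 2.2e-09 from edgeR's quasi-likelihood test), higher than mod07570/+ in ovaries and lower in heads. In all, 10 transposons passed the threshold in opposite directions, all higher in mod07570/L8 ovaries and lower in mod07570/L8 heads (3S18, Quasimodo, Stalker4, TART-A, TART-B, copia, diver, flea, mdg3 and roo). Germline RNA in head mod07570/+ replicate 2 argues poorly for the fall in heads. copia was at 149 cpm in mod07570/+ ovaries and at 3725 to 5783 cpm in mod07570/+ heads, so RNA at the ovary level would lower the head reference. Without that library the interaction of copia was -5.96. A difference of the genetic background between mod07570/L8 and mod07570/+ heads may contribute. Across 56 transposons, the head differences had a Pearson r of 0.264 with the differences between modL8/+ and mod07570/+ ovaries (permutation p = 0.052, Spearman rho 0.153 with permutation p = 0.26, r of 0.179 without the 2 farthest transposons), so background and loss of Mod cannot be told apart for the head differences from these libraries.

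In mod07570/L8 ovaries, 6368 genes passed the threshold of edgeR's test, 77.5% of the genes tested, while the paper reports on transposons and few genes there. Of the 10 splits of the 6 libraries, 1 gave as many transposons and 1 as many genes, the real split in both cases, and 3 libraries against 3 allow no smaller share. The spread between replicates is small here, with a chi-square per degree of freedom on unique counts of 1.775 to 2.681 between ovary replicates against 3.39 to 74.0 between head replicates. A value of 1 would be expected from 1 pool of RNA split into 3 libraries with no further variation. Libraries made from 1 pool per genotype could have added variation in preparation, so shared material and uniform ovaries cannot be told apart. In the first case the counts of genes would not extend to other animals.

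All 9 chorion genes were higher in mod07570/L8 ovaries, with a median log2 fold change of 2.94 (2.85 with total-count scaling), and chance alone would separate groups of 3 libraries for 10% of genes. The paper does not report on them. A larger share of late egg chambers is a candidate explanation. It would also raise vitelline membrane and yolk protein genes, and all 7 of these were higher, with a median log2 fold change of 2.25. A change of transcription within the egg chambers stays open. In modL8/+ ovaries, the chorion genes had a median log2 fold change of 1.22 against mod07570/+. The share of counts on transposons there was 0.0454%, against 0.0521% in mod07570/+, so the total did not rise with the chorion genes. copia was at 48.1 cpm in modL8/+ and 149 cpm in mod07570/+, which weighs on this total. Of 60 transposons tested between these controls, 18 were higher and 19 were lower in modL8/+. The total therefore cannot decide whether late egg chambers raise other transposons.

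Map205, the gene next to mod, had a log2 fold change of -6.80 in mod07570/L8 ovaries (standard error 0.069, Benjamini-Hochberg adjusted p = 2.57e-31 from edgeR's quasi-likelihood test) and of -6.42 in mod07570/L8 heads. Map205 in mod07570/L8 ovaries had a log2 fold change of -4.15 with unique counts. The paper does not report on it. A change of the chromosome region around mod on both mutant chromosomes could lower both genes. krz, the nearest tested gene on the other side of mod, had a log2 fold change of 0.0956 in ovaries and -0.87 in heads, and the genes farther out were heph at -0.39 and CG2003 at 1.14 in ovaries. A lesion that covers mod and Map205 alone and a regulation of Map205 by Mod cannot be told apart, because each mutant library carries both mutant chromosomes. A role of the loss of Map205 mRNA in the other changes was not tested.

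P-element mRNA was lower in mod07570/L8 ovaries, with a log2 fold change of -4.69, the opposite direction to most transposons. modL8/+ ovaries had 28.6 ± 2.4 cpm (SD, n = 3). The paper does not report on it. No explanation was tested, and a difference of P-element insertions between the chromosomes of the flies stays open.

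In head mod07570/+ replicate 2, germline transcripts were at a median of 11.1% of their level in mod07570/+ ovaries (4 genes, 5.21% to 12.1%), and at most 0.33% in the other head libraries. RNA from germline tissue without late egg chambers is a candidate explanation. It would bring piRNA pathway transcripts at a similar share, and 15 of these were at a median of 11.6%. Over 70 genes abundant in ovaries and low in the other head libraries, the median was 10.8% (quartiles 9.19% and 12.3%). RNA from whole ovaries would bring chorion transcripts too, but these were at a median of 0.194%. Without this library, the median log2 fold change of the piRNA pathway genes in mod07570/L8 heads was 0.0719 in place of -0.965. Whether the RNA came from tissue or from another sample stays open.

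Genes that were higher with EEO were also higher in mod07570/L8 heads. Of 44 such genes tested in both comparisons, 41 were higher in mod07570/L8 than in mod07570/+ heads and 13 passed the threshold of edgeR's test, with a median log2 fold change of 1.24. On unique counts the median was 0.573, and the list holds near-identical Hsp70 copies whose reads are divided among them. The value of 1.24 was above the median of each of 10000 random lists of as many genes. The same stress response in both comparisons is a candidate explanation. The comparisons share no library. Heat shock genes make up a part of the list, and in mod07570/L8 heads 7 of the 16 heat shock genes passed the threshold and 13 when adjusted over the list alone, with a median log2 fold change of 1.72. In mod07570/L8 ovaries, 10 of the 14 heat shock genes tested were higher and 2 lower, with a median log2 fold change of 1.57 (0.813 on unique counts). In modL8/+ ovaries 6 of 12 were higher and 3 lower against mod07570/+, with a median of 0.0212. The rise thus recurs in a second tissue of mod07570/L8. A stress of the flies during collection would give the same values as an effect of mod in either tissue, and no value here separates them.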

How the results depend on the processing

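The tests chosen only after the result was seen were mod07570/L8 ovaries against modL8/+, peaks at q under 0.05, and leaving out single libraries from the FPKM comparisons. The other alternatives were set earlier.

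Under the alternatives other than leaving out single libraries, the counts of transposons past the fold thresholds kept within 1.5 times of their values in ovaries (26 to 43 over 3-fold), in heads with EEO (2) and in mod07570/L8 heads (5 to 7). So did the transposons higher (55 to 73) or lower (3 to 6) in mod07570/L8 ovaries by edgeR's test, and the interaction (60 to 71). With single libraries left out, 50 to 63 transposons were higher in mod07570/L8 ovaries and 58 to 70 had an interaction, while the number lower changed, as given below. mod in ovaries, and Dm88 and invader1 in heads with EEO, kept their direction and their call under each alternative tried.

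The following changed, and the cause was not tested unless stated. With a minimum of 1 cpm in both groups, 20 of the fewer transposons counted were within 3-fold between the heterozygous controls. With total-count scaling, 2590 genes were higher and 3927 lower in mod07570/L8 ovaries. With unique counts, 1940 genes were higher and 2034 lower in mod07570/L8 ovaries, 29 genes were higher with EEO, and 4 of the 10 genes with the smallest p were in the heat shock list. With a 2-fold threshold besides the adjusted p, which leaves fewer genes by construction, 934 genes were higher and 255 lower in mod07570/L8 ovaries, 14 transposons differed between the controls, 18 transposons and 210 genes in mod07570/L8 heads, and 1 gene was lower with EEO. With DESeq2, 198 genes were higher and 53 lower with EEO, 78.9% higher in place of 94.1%, and 612 genes differed in mod07570/L8 heads in place of 322. With all groups of the tissue in one fit, 5 genes were lower with EEO. With transcripts tested as listed, 11 transposons differed between the controls, 13 transposons and 92 genes in mod07570/L8 heads, 16 genes were higher with EEO and 0 lower (484 at an unadjusted p under 0.05), and Dm88 in mod07570/L8 heads, with a log2 fold change of 2.74, was no longer past the threshold. The percent of mod07570/+ peaks overlapped was 24.95% with the main arms only, where the ratio of peak numbers was 0.541, and 18.46% when at least 50% of a peak had to be covered.

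piwi in mod07570/L8 ovaries had log2 fold changes of -0.26 with unique counts, -0.024 with total-count scaling and -0.33 with transcripts as listed, and of 0.048 with effective counts and 0.044 with no filter on low counts, none past the threshold. Between the heterozygous controls, piwi had -0.42 with unique counts, -0.0001348 with total-count scaling and -0.42 with transcripts as listed. Kr in heads with EEO had 0.44 with unique counts, 0.022 with effective counts and 0.90 with transcripts as listed. Across the fits that each left out one library, Kr ranged from -0.18 to 0.047 (0.047 without head with EEO replicate 1 and 0.0448 without head without EEO replicate 2), and piwi in heads with EEO from -0.80 (without replicate 3 with EEO) to 0.152 (without replicate 1 with EEO). None of these was past the threshold.

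Across the 6 fits that each left out one library, 2 to 4 transposons were lower in mod07570/L8 ovaries (2 without any one mod07570/+ replicate). This fall to 2 follows from the filter on low counts, as Helena and invader6 reached 1 cpm only in the mod07570/+ libraries and left the test. In the same kind of fits, 22 to 33 transposons differed between the controls (22 without mod07570/+ replicate 3), and 2 to 6 differed with EEO (6 without replicate 1 with EEO). Genes higher with EEO numbered 18 to 186 and lower 0 to 42, with the highest values again without replicate 1 with EEO, and at an unadjusted p under 0.05 the fits with 0 genes had 341, 158 and 138. In mod07570/L8 heads, 7 to 37 transposons and 59 to 427 genes differed, with the lowest without mod07570/L8 replicate 1 and the highest without mod07570/+ replicate 2. piwi in mod07570/L8 ovaries ranged from 0.054 to 0.085 and was not past the threshold without mod07570/+ replicate 3. Dm88 in mod07570/L8 heads ranged from 2.47 to 3.17, not past the threshold without mod07570/L8 replicate 1 or without mod07570/+ replicate 3. Over the 78 results for single genes and transposons named elsewhere, 997 of 1072 values under an alternative kept direction and call, 66 (in 18 results) were no longer past the threshold, and 9 (in 3 results, given above) reversed.

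Libraries with the same replicate number do not deviate together in every pair (correlations of -0.063 to 0.014 and of -0.029 to -0.008 in ovaries, 0.042 to 0.199 and -0.025 to 0.269 in heads), so the numbers were not read as pairs. With the replicate number as a block, 62 transposons were higher and 4 lower and 3072 genes higher and 3178 lower in mod07570/L8 ovaries, 31 transposons differed between the controls, 2 transposons and 38 genes higher and 3 lower with EEO, and 25 transposons and 269 genes in mod07570/L8 heads.

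Other splits of the 6 libraries were fitted for each comparison. Between the heterozygous controls, in mod07570/L8 heads and in heads with EEO, 1 of the 10 splits gave as many transposons, and 1 of the 10 as many genes in the heads. This is the real split in each case and the smallest share that 3 libraries against 3 allow.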

Differences from the paper's values

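Each value that the paper states in its text and that was also computed here lay within the bounds set for a difference. The paper counts 85 transposons with at least 1 cpm and 37 of them (43%) over 3-fold, against 81 and 38 (46.9%) here. The number over 3-fold was 37 without ovary mod07570/L8 replicate 2 and without ovary mod07570/+ replicate 2. With at least 1 cpm in both groups, 55 transposons were counted, and this alternative lies outside the bounds. The paper gives 7 heat shock genes among the 10 first genes with EEO, against 8 here, and 4 with unique counts, also outside the bounds. The number depends on which genes are counted, since the list used here includes stv and DnaJ-1, and by this list 8 of the 10 genes marked in Fig. 5D are heat shock genes as well. The folds over 15 with EEO and of 6 in mod07570/L8 heads stand against 24.6 and 15.9, and 6.71 and 6.12, for Dm88 and invader1. The legend of Fig. 5E scales the head libraries by the reads mapped to the genome, a total that was not used here. In Fig. 5F, read by eye, the paper's levels with EEO are about 22 FPKM for Dm88 and about 30 FPKM for invader1, against 21.7 and 30.4 here.

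The members of the 10 first genes differ. Fig. 5D marks Hsp70Ba, Hsp68 and Hsp23, which are past the threshold here but not among the first 10, where Hsp22, Hsp70Aa and Hsp70Bbb stand. Ranked by DESeq2, Hsp70Ba was among the 10, and ranked on unique counts, Hsp68 was.

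The paper states that piwi mRNA did not change in mod07570/L8 ovaries, whereas the log2 fold change of 0.07 was past the threshold of edgeR's test here. It was not past it with unique counts, effective counts, total-count scaling, no filter on low counts or transcripts as listed, all set before the data were examined.

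The paper describes differences between the heterozygous controls as modest for a few transposons, whereas springer and blood differed by ratios of 11.6 and 10.3 here. hobo, which the figure does not name, also differed by over 3-fold between the controls.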

Other observations

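The test of ChIP depth was set before the result was seen. So were the comparisons, the antimicrobial list and the alternatives given with the processing above, among them the unique counts used for invader1. Any remaining test in this part was chosen only after the result was seen.

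The head libraries separate by cross in transcripts that differ between the sexes. The lowest roX1 level among the 6 libraries with or without EEO was 146 times the highest among the 6 mod07570/L8 and mod07570/+ libraries, and roX2 was at 25.2 cpm or more in the former and 0.372 cpm or less in the latter. Yp2 and Yp3 were at 28.1 cpm or less in the former and 19190 cpm or more in the latter. The sex of the flies is a candidate explanation, with males in the EEO cross and females in the others. The labels and the paper do not state the sex. Comparisons within a cross are not affected, while any comparison across the crosses would mix sex with genotype.

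The smaller number of H3K9me3 peaks in mod07570/L8 ovaries may come in part from the lower depth of the mod07570/L8 ChIP library. Lower depth loses the weak peaks first, and 70.2% of the strongest mod07570/+ peaks but 8.33% of the weakest were overlapped by a mod07570/L8 peak. A loss of H3K9me3 that is larger at weak sites would look alike, and the peak lists of 1 library per genotype do not separate the explanations. The paper's ChIP-qPCR does not rest on sequencing depth and is not part of these data.

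invader1 shares reads with the non-coding RNA alphagamma-element:CR32865, which lies between Hsp70Ba and Hsp70Bbb in the order of genes and rose from 1.07 ± 0.175 cpm (SD, n = 3) without EEO to 57.2 ± 12.7 cpm with EEO. Shared reads could raise invader1 by themselves, but reads that map to invader1 alone gave a log2 fold change of 3.52. Transcription of repeats of the Hsp70 locus with the heat shock response is a candidate explanation for the rise of both transposons. Within the groups of the 12 head libraries, Dm88 had a Pearson r of 0.650 with Hsp70 (permutation p = 0.044, Spearman rho 0.601 with permutation p = 0.0571, r of 0.673 without the 2 farthest libraries), and invader1 had an r of 0.680 (permutation p = 0.102). They had places 3 and 2 of 93 transposons, with gypsy first, and the adjusted p was 0.622 and 0.633. Transcription from this locus and an activation elsewhere in the genome cannot be told apart from counts on consensus sequences.

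Digestive enzyme genes (names with Jon, Try, Mal-A or Amy), a group chosen after its values were seen, were lower in mod07570/L8 than in mod07570/+. In ovaries 26 were tested and 25 were lower. Jon99Ciii was at least 216-fold lower and betaTry at least 206-fold. In heads 12 were tested and 9 were lower, with betaTry at least 260-fold, Jon65Aiii at least 228-fold and Jon99Cii at least 88-fold lower. No explanation was tested.

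Other genes with large changes had a group at no more than 3 counts per library. In mod07570/L8 ovaries, CG44153 was at least 56.4-fold higher, Hsp70Ba at least 11.5-fold and Cpr76Bb at least 8.47-fold. In modL8/+ against mod07570/+ ovaries, CG32212 was at least 30.7-fold higher, TpnC4 at least 8.93-fold and CG44153 at least 8.62-fold, and CG7953 was at least 91.8-fold lower, p24-2 at least 73.1-fold and Npc2e at least 19.2-fold. In mod07570/L8 heads, mthl8 was at least 98.3-fold higher, ZnT33D at least 13.7-fold and CG43149 at least 7.85-fold.

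Of the antimicrobial genes, 4 of 16 were higher in mod07570/L8 heads over all genes tested and 8 when adjusted over the list alone. Their median log2 fold change was 0.903, and 0.132 without mod07570/L8 replicate 2. With EEO, 1 of 16 was higher, with a median of 0.314, which was -1.26 without replicate 3 with EEO and 0.74 without replicate 1 with EEO.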
